# dUTPase is essential in zebrafish development and possesses several single‐nucleotide variants with pronounced structural and functional consequences

**DOI:** 10.1002/2211-5463.70176

**Published:** 2025-12-16

**Authors:** Viktória Perey‐Simon, Angéla Békesi, Latifa Kazzazy, Jázmin Mihály, Máté Varga, Beáta G. Vértessy, Kinga Nyíri

**Keywords:** development, dUTPase, natural mutation, protein stability, single‐nucleotide polymorphism, zebrafish

## Abstract

Genome stability and faithful DNA replication are essential for cell viability. Numerous interlinked pathways in DNA damage recognition, repair and maintenance of physiologically competent nucleotide pools contribute to providing a solid framework to uphold DNA integrity. The enzyme family of dUTPases is involved in balancing the appropriate nucleotide pools by removing dUTP from the cellular milieu and providing dUMP for thymidylate *de novo* biosynthesis. In the present study, we show that dUTPase is essential for normal development in zebrafish. We also found that the fish *dut* gene from different genomes contains several single‐nucleotide variations (SNPs). This observation prompted structural and functional investigations of the SNP variants at the protein level. Results indicated that none of the mutation sites of the variants are within the active site. Still, one of the variants showed drastically lower protein stability and catalytic efficiency as compared to the other two dUTPase variants, underlining the importance of detailed characterization of SNPs even at sites distant from the active site. In conclusion, we demonstrate the importance of dUTPase function in zebrafish development and unveil the role of several point mutations on protein structure and function.

**Abbreviations**
CAGE: cap analysis of gene expression
dpf: days post fertilization
dUMP: deoxyuridine monophosphate
dUTPase: deoxyuridine‐5′‐triphosphate nucleotide hydrolase
GEO: gene expression omnibus
GO: genome ontology
IGV: integrated genome viewer
KO: knockout
SNPs: single‐nucleotide variations
TSSs: transcriptional start sites

Deoxyuridine‐5′‐triphosphate nucleotide hydrolase (dUTPase) catalyzes the hydrolysis of dUTP into deoxyuridine monophosphate (dUMP) and pyrophosphate. This enzymatic activity is critical for cellular viability, as it ensures a low intracellular dUTP/dTTP ratio, thereby preventing the misincorporation of uracil into DNA [1]. Since DNA polymerases do not discriminate between uracil and thymine during DNA synthesis, regulating this nucleotide pool by dUTPase plays a fundamental role in maintaining genomic integrity [2].

From the protein structural point of view, dUTPases—apart from a few viral and protozoan enzymes—are homotrimers [3, 4, 5, 6, 7, 8]. The substrate binding pocket of the homotrimeric dUTPases is formed on the interaction surface of two subunits, from which one subunit contributes with conserved motifs 1, 2, and 4, while the other subunit contributes with motif 3 [9, 10, 11]. The C‐terminal segment of the third subunit (motif 5) closes the active site to result in a catalytically competent conformation (Fig. S1) [12, 13].

Bacteria and archaea completely lacking dUTPase function have been found in nature [14]. The viability of these organisms may result from (i) reduced activity, absence, or inhibition of UNG; (ii) compensation by a promiscuous nucleotide pyrophosphatase exhibiting dUTPase activity; or (iii) the acquisition of dUTPase from bacteriophages. Despite these exceptions, in general, dUTPase activity is essential in prokaryotes. Mutations that reduce the activity of the *Escherichia coli* dUTPase enzyme and impairment of the *DUT* gene in *Mycobacterium smegmatis* were found to be lethal [15, 16]. Of note, *M. smegmatis* was found to be viable with an inactive dUTPase, but not with a fully active dUTPase lacking a species‐specific 5‐residue long loop, suggesting that in *Mycobacterium smegmatis* the dUTPase has additional essential functions [11, 16].

Similarly, in eukaryotes, silencing of the gene encoding dUTPase resulted in lethality in all tested species (*Caenorhabditis elegans*, *Dugesia ryukyuensis*, *Drosophila melanogaster* and *Arabidopsis thaliana*) [17, 18, 19, 20]. Furthermore, CRISPR/Cas9‐mediated knockout of dUTPase in mice leads to early embryonic lethality [21].

Notably, there is a known disease‐associated exon SNP in human dUTPase (Y54C), which is linked to a novel monogenic syndrome associated with early‐onset diabetes and bone marrow failure [22]. While this mutation does not significantly affect substrate binding, it has been shown to significantly decrease the thermal stability of the enzyme as well as its activity at body temperature [23]. The same mutation leads to thrombocytopenia (i.e., abnormally low platelet count in peripheral blood) in rabbits [24].

It has been reported that effective dUTPase silencing does not result in a phenotypic change in human cell lines [25, 26, 27], but still sensitizes these cells to cancer therapy. Nevertheless, the absence of any reported dUTPase knockout (KO) human cell lines to date suggests that the protein may also be essential in these models.

Vertebrate animal models have demonstrated their usefulness in various physiological and pathophysiological studies. In particular, the zebrafish (*Danio rerio*) represents a highly effective model for investigating both genetic and acquired human diseases, and can also help in drug discovery and development, as shown in numerous earlier studies [28, 29, 30, 31, 32, 33, 34, 35, 36]. Moreover, the zebrafish model has also gained prominence in cancer research, providing a versatile platform for studying tumor biology and evaluating therapeutic interventions [28, 37, 38, 39, 40].

A key advantage of this vertebrate model lies in the substantial conservation of its molecular and cellular mechanisms with those present in mammals, particularly those involved in development. The zebrafish genome shares approximately 70% of its genes with humans, enabling functional genomics studies in a vertebrate context [29]. Moreover, zebrafish are easy to maintain, require limited space, reproduce efficiently, and do not require complex breeding infrastructure, making them accessible for a wide range of laboratories.

One notable feature is the external fertilization and embryonic development of zebrafish, which permit direct observation and experimental manipulation of early developmental stages.

A single zebrafish can produce between 100 and 300 embryos every few weeks, facilitating high‐throughput studies in relatively small laboratory environments. They undergo rapid development, with embryogenesis typically completed within 5 days. Furthermore, both embryos and larvae are transparent, allowing detailed visualization of internal organogenesis and physiological processes [28].

Intriguingly, a detailed analysis of zebrafish Dut function has been hitherto missing. While some previous research has linked dUTPase expression to egg quality [41] and to the regeneration of various zebrafish tissues [42, 43], no detailed analysis of the gene exists. Furthermore, given the importance of the well‐characterized maternal‐zygotic transition in the development of this species [44, 45] and the possible involvement of noncanonical DNA modification during the activation of the genome [46], zebrafish embryogenesis could provide an important model to understand and characterize dUTPase function. Genome databases show several single‐point variations (SNPs) in the zebrafish *dut* gene, also necessitating investigations into whether these mutations affect protein structure and function.

To expand our understanding of this well‐established model organism in developmental genetics, we aimed to characterize the zebrafish dUTPase protein variants and the effect of *dut* loss of function on the viability of this animal.

## Methods

### *In silico* analysis of the *Danio rerio* dUTPase and its mutants

Structural models were generated by AlphaFold3 [47]. Various prediction servers were used to assess the effect of the mutations [48, 49, 50, 51, 52, 53, 54].

### Plasmid cloning

The gene encoding the mitochondrial dUTPase of *Danio rerio* (UniProt ID: Q5XJ23) was ordered from GeneUniversal, cloned in the pET‐15b vector in frame with the N‐terminal His6‐tag and thrombin recognition and cleavage site, The protein produced from this vector is denoted as *Dr*DUT‐mito.

Deletion of the mitochondrial leader sequence (residues 1–26) at the N terminus of the mitochondrial dUTPase of *Danio rerio* (UniProt ID: Q5XJ23) was performed by mutagenesis (Primer 1 and 2 in Table S1). The protein expressed from this vector is denoted as *Dr*DUT‐RGV.

Double mutation was made in the plasmid encoding *Dr*DUT‐RGV to obtain the expression vector of a *Dr*DUT‐RDI, that is, a protein having the same variations as the isoform with UniProt ID: A0A8M9PI68 (G92D and V117I in Q5XJ23). A Megaprimer coding the G92D and V117I mutations was first made by PCR (Primer 3 and 4 in Table S1). The resulting PCR product (i.e., the megaprimer) was purified from a 1% agarose gel with the NucleoSpin Gel and PCR CleanUp Kit. For the second PCR, we used the purified megaprimer and Primer 5 (cf. Table S1).

To create *Dr*DUT‐LDI, the variant corresponding to UniProt entries A0A8M9P120 and A0A8M9PA15 the plasmid encoding *Dr*DUT‐RDI was subjected to mutagenesis (Primer 6 and 7 Table S1) resulting in a change of arginine 46 to leucine.

The resulting constructs were subjected to KLD treatment and then were transformed into *E. coli* XL1Blue strain, which were first grown on solid TC, CAR LB agar plates then single clones were grown in liquid TC, CAR LB. The plasmids were purified with Macherey‐Nagel NucleoSpin Plasmid CleanUp Kit; the concentration was measured by Nanodrop at 260 nm. All constructs were checked by Sanger sequencing.

### Protein expression

The proteins were expressed in the *Escherichia coli* (*E. coli*) Rosetta strain in LB media. The proteins were overexpressed upon induction with 0.5 mm isopropyl‐β‐*d*‐thiogalactopyranoside (IPTG) at OD_600_ = 0.6 for 4 h at 37 °C. The pellets were lysed in lysis buffer (50 mm Tris pH 7.5, 300 mm NaCl, 0.5 mm EDTA, 5 mm benzamidine, 1 mm PMSF, 0.1 V/V% TritonX100, 10 mm 2‐mercaptoethanol, 10 mg·L^−1^ DNase and a half tablet of EDTA‐free protease inhibitor). The resulting suspensions were sonicated 3 × 1 min on ice with 1 min pause and then centrifuged at 15 000 ***g*** for 30 min at 4 °C. The supernatants were purified on a Ni‐NTA‐column. Briefly, the column was equilibrated with the lysis buffer, and then, the supernatant was loaded to the column. The column was washed with the LS (low salt buffer: 20 mm HEPES, pH 7.5, 30 mm KCl), HS (high salt buffer: 20 mm HEPES, pH 7.5, 300 mm KCl), and 50 mm imidazole LS buffer. The samples were eluted with 500 mm imidazole in LS buffer. The protein content of the fractions was followed with Bradford. We analyzed the protein fractions by SDS/PAGE and the most concentrated dUTPase fraction was dialyzed to 20 mm HEPES, pH 7.5, 100 mm NaCl, 5 mm MgCl_2_, 10 mm 2‐mercaptoethanol. The concentration of the dialyzed samples was measured by using UV absorbance on Nanodrop. Extinction coefficients were estimated based on sequence by Expasy (cf Table S2) [55].

### Differential scanning fluorimetry (Thermofluor)

The stability of the proteins was checked with a thermofluorimetric assay. For the reaction, we used 1–1 mg·mL^−1^ protein concentrations and 5× SYPRO Orange in a 25 μL volume in Hard‐Shell® 96‐Well PCR Plates (Bio‐Rad, Hercules, CA, USA). The thermocycling program ran in the SYBR Channel in the Bio‐Rad CFX qPCR machine from 25 to 75 °C, raising by 0.5 °C increments. The analysis was made by the Bio‐Rad cfx maestro software.

### Activity assay

The protons released during the dUTPase catalyzed hydrolysis of dUTP into dUMP and PPi were followed continuously at 559 nm at 25 °C using a Jasco V550 spectrophotometer [56]. Reaction mixtures contained 3 nm *Dr*DUT‐RDI, 3 nm *Dr*DUT‐LDI or 15 nm *Dr*DUT‐RGV enzyme in activity assay buffer (1 mm HEPES (pH 7.5), 5 mm MgCl_2_, 150 mm KCl and 40 μm Phenol Red indicator). After 1 min of pre‐incubation of the protein in the assay buffer, the reaction was started with the addition of 0–20 μm dUTP. Initial velocity was determined from the slope of the first 10% of the progress curve. The v‐S curve was fitted with a Michaelis–Menten curve fit by OriginPro 2018 (OriginLab Corporation, Northampton, MA, USA).

### Zebrafish genome sequencing

Genomic DNA was isolated from 2.5 hpf embryos using the ethanol precipitation method as described in [57]. Briefly, 2000 embryos were lysed in TNES buffer and treated with proteinase K at 50 °C overnight, then precipitated with 100% ethanol, washed and dissolved followed by a treatment with 100 μg·mL^−1^ RNase A/T1 and a subsequent phenol:chloroform extraction. 200–400 bp long DNA fragments were generated by sonication in a Diagenode Bioruptor Plus. Whole genome sequencing including the sequencing library preparation (NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, Ipswitch, MA, USA)) was ordered from iBioScience (Pécs, Hungary). Illumina sequencing was performed on NovaSeq 6000 instrument (Illumina, San Diego, CA, USA) with 2 × 151 run configuration. Raw data were checked using FastQC [58] the reads were mapped to the reference genome (version GRCz11, downloaded from https://hgdownload.soe.ucsc.edu/goldenPath/ danRer11/bigZips/) using bwa mem (version 0.7.17) [59]. These were converted to bam files, sorted and indexed using samtools (version 1.9) [60]. The locus of the dut gene was visualized and the dut variants in the sequencing data were identified in Integrated Genome Viewer (IGV) [61]. 

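Besides genome sequencing of the sonicated DNA, the 2.5 hpf embryos gave a second library, in which fragments that contain uracil were pulled down with a FLAG-tagged uracil-DNA sensor protein and an anti-FLAG gel. Sonicated DNA that did not go through the pull-down served as input. There was 1 library per condition and hence no replicate, so the regions described here have no error between samples and were not tested between conditions. With alignments filtered on mapping quality and a threshold of 0.5, the authors' lists hold 1141 regions from their comparison of the uracil-DNA enriched library with the input. These regions lie on all 25 numbered chromosomes of GRCz11 and none is on the mitochondrial chromosome, although it is not known whether that chromosome was searched. Together they cover 3.27 Mb, which is 0.243% of the 1342.8 Mb between the first base and the last listed region of each chromosome. Their median length was 1400 bp and the longest was 30400 bp. The highest score, 1.40, was on chromosome 18 from 31589101 to 31596600, and the next, 1.33, on chromosome 4 from 70440701 to 70446100. Chromosome 25 held 6.41% of the region bases on 2.78% of the sequence, the highest ratio in this list (2.30), but a single stretch holds 105.5 of its 209.5 kb, and without it the ratio was 1.18. Its ratio was 1.24 in the filtered list at a threshold of 0.25 and 1.72 in the one at 1.

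The authors made 6 such lists, at thresholds of 0.25, 0.5 and 1, each from filtered alignments and from unfiltered ones. At a threshold of 0.25 the filtered list holds 14806 regions over 22.9 Mb, and at a threshold of 1 it holds 108 regions over 0.348 Mb. The unfiltered list at 0.5 holds 1127 regions over 4.01 Mb. Of the 1141 filtered regions, 721 were covered over at least 50% of their length by unfiltered regions of the same threshold (63.2%, Wilson 95% interval 60.4 to 65.9). That interval covers counting error alone, and both lists come from the same pair of libraries. By the same rule, unfiltered regions at a threshold of 0.25 covered 1121 of the 1141 (98.2%). Most of the filtered regions not shared at 0.5 are therefore still listed without the filter at the lower threshold.

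The sources used here differ on the sonicated fragments, which were 200 to 400 bp long according to the paper and 300 to 500 bp long according to the sample labels. The paper gives bwa mem 0.7.17 and samtools 1.9 for mapping, and the submitters' processing notes also name Trimmomatic and deepTools. The program that called the regions, the cutoff on mapping quality, and the scale of the score are not given in the sources used here. How far a region lies above the input can therefore not be stated. The score is the authors' own value for each region and was used here to rank regions within a list. It depends on the threshold, as the highest filtered score was 1.25 at 0.25, 1.40 at 0.5 and 1.80 at 1. A ranking therefore holds for its own list only. The lists hold no read counts, so the depth behind each region is unknown. Positions are counted from 1, and starts in the files were raised by 1 accordingly.

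**Figure D1:**
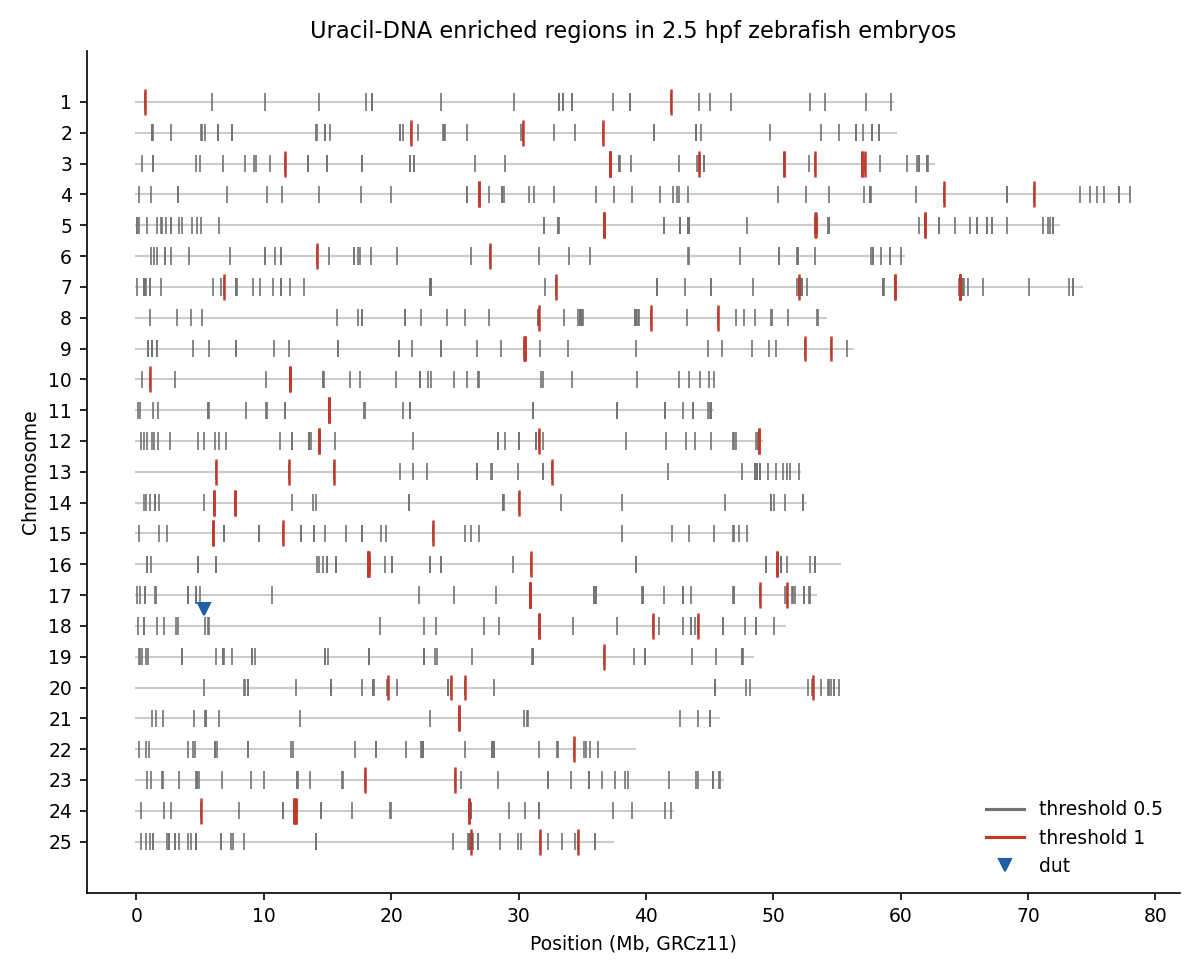
Position in Mb (x axis) of the uracil-DNA enriched regions on each of the 25 chromosomes (y axis), from filtered alignments. Grey ticks mark the 1141 regions at a threshold of 0.5, red ticks the 108 regions at a threshold of 1, and the blue triangle the dut gene on chromosome 18. Tick width is not to scale, and each grey line ends at the last listed region of its chromosome.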

Genome sequencing data is made available from the Gene Expression Omnibus (GEO) database.

### Zebrafish husbandry and welfare

Zebrafish belonging to the wild‐type AB strain were maintained in the fish facility of the Biology Institute of ELTE Eötvös Loránd University adhering to standard protocols [57, 62]. Embryos were raised in E3 medium (5 mm NaCl, 0.17 mm KCl, 0.33 mm, CaCl_2_ and 0.33 mm MgSO_4_ in distilled water) in a 28.5 °C incubator. Animals older than 5 days post fertilization (dpf) were transferred to the fish facility where they were maintained in a standard 14/10 h light/dark cycle. Until ~2 weeks post fertilization (wpf) larvae were fed with commercially available dry food (100–200 μm Zebrafeed, Sparos). After 2 wpf larval and juvenile fish were fed using dry food with gradually increasing particle size (200–400 μm Zebrafeed, Sparos) in combination with fresh brine shrimp hatched in the facility. Adult fish from 1 month on were fed with dry food (Small Granual, Special Diets Services, product code: 824876) combined with brine shrimp. Experiments were carried out in accordance with the Hungarian Act of Animal Care and Experimentation (1998, XXVIII) and with the directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes. All protocols and experimental procedures used in this work were approved by the Hungarian National Feed Chain Safety Office (PEI/001/1713‐2/2015) and the ELTE Eötvös Loránd University, Faculty of Science Animal Welfare Commission.

### *In silico* gene expression studies

Cap analysis of gene expression (CAGE) sequencing data from various developmental stages was visualized in the National Center for Biotechnology Information (NCBI) Genome Data Viewer using the inbuilt TSS tracks of the GRCz12tu zebrafish genome assembly (annotation release GCF_049306965.1‐RS_2025_04).

Transcriptomic and protein profiling data of early zebrafish embryos was investigated with the help of the online application provided by the Bazzini lab (https://simrcompbio.shinyapps.io/BazziniLab_Zebrafish_Protein_Profiling/) [63]. Genome ontology (GO) analysis based on the single‐cell sequencing data from the Daniocell dataset [64] was performed using the Seurat package in combination with clusterProfiler [65, 66]. Previously published single‐cell datasets for zebrafish ovary and testis [67, 68] were also reanalyzed using the Seurat package [65]. For data visualization, we used the ggplot2 and ggpubr packages in RStudio [69, 70, 71].

### Generating *dut* “crispant” zebrafish

Generation of “crispant” zebrafish was done as described before [72], using custom Alt‐R oligos purchased from Integrated DNA Technologies (IDT). Briefly, to prepare the *dut* Cas9 RNP mix for microinjection first, oligos were annealed by combining 1 μL of crRNA (200 μm), 2 μL of tracrRNA (100 μm), and 0.5 μL of ddH_2_O for a total volume of 3.5 μL. This mixture was incubated for 5 min at 95 °C. Subsequently, Cas9 RNPs were assembled by mixing 1 μL of Cas9 protein (10 μm), 0.7 μL of tracRNA hybrid (57 μm), and 1.3 μL of ddH_2_O to achieve a final volume of 3 μL. This combination was incubated for 5 min at a temperature of 37 °C, after which the mixture was ready for use. Two nanoliters of a combination comprising 13.3/μL sgRNA and 3.33 ng·μL^−1^ Cas9 protein (M0646T; New England Biolabs, Ipswich, MA, USA) in nuclease‐free water were injected into wild‐type (AB) embryos at the one‐cell stage.

To check the result of the treatment genomic DNA was extracted from 12 injected 2‐dpf‐old zebrafish embryos as described before [73]. Briefly, embryos were transferred to PCR tubes, excess medium was removed, and 100 μL of 50 mm NaOH was added. Samples were incubated at 95 °C for 15 min to lyse the tissue, with a brief mixing step performed near the end of the incubation. Tubes were then cooled to 4 °C, and 10 μL of 1 M Tris/HCl (pH 8.0) was added to neutralize the solution. After centrifugation, the supernatant was used directly for PCR, with 1 μL of lysate added per 25 μL reaction.

After gDNA isolation, PCR amplification was used to amplify the targeted region, followed by Sanger sequencing to assess the efficiency of genome editing. The sequencing results of P0 confirmed the success of our *dut* CRISPR‐mediated editing.

The targeted genomic sequence (chr18: 5308392–5318966(−)) was the following: 5′ACCGTAGTATCCGTGTGGAA−3′. 

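This interval on chromosome 18, from 5308392 to 5318966, spans 10575 bp and was taken as the place of dut, a protein-coding gene (NCBI Gene 449835) with 3 RefSeq transcripts. The paper prints it without naming an assembly, and it was read here as GRCz11, the assembly to which the reads were mapped. In the RefSeq gene table used here, which is built on the GRCz12tu assembly, dut lies outside this interval of the chromosome, and its neighbours are fbn1 and slc12a1. The 20-nt target sequence occurs once in the dut coding sequence of Fig. S7, on the strand opposite to the coding strand. Its reverse complement, TTCCACACGGATACTACGGT, lies at nucleotides 290 to 309 (counted from the A of the ATG) and touches codons 97 to 103, which encode VPHGYYG. On the guide's strand it is followed by CGG, an NGG protospacer-adjacent motif of Cas9. A cut 3 bp from that motif would fall between nucleotides 292 and 293, inside codon 98. The coding strand from nucleotide 270 to 329 reads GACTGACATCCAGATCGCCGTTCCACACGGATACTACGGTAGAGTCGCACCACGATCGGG in the text copy of that figure. These positions refer to the coding sequence, and the exon that holds the site was not determined here.

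In the DNA of 2.5 hpf embryos of the same strain, no uracil-DNA enriched region overlapped dut in any of the 6 lists, if the interval is on GRCz11. The nearest region in the filtered list at a threshold of 0.5 lay 93.8 kb away, from 5412801 to 5416200, with a score of 0.620. In the unfiltered list at 0.5 that region is absent. The unfiltered list at 0.25 has a region over most of it, from 5413401 to 5417300, with a score of 0.360. The nearest region in the unfiltered list at 0.5 lay 187 kb away, from 5506401 to 5507800, with a score of 0.533. At a threshold of 0.25 the nearest region lay 25.9 kb away, from 5344901 to 5345700, with a score of 0.274. The nearest region on the chromosome at a threshold of 1 was 26.3 Mb away. Of 10000 random windows of the same length, 10.3% had a region of the 0.5 list closer than 93.8 kb, with a median distance of 722 kb, and 16.3% had a region of the unfiltered 0.5 list closer than 187 kb. At a threshold of 0.25, 40.7% of the windows had a region closer than the one nearest to dut, and at a threshold of 1, 95.3% did. Random windows overlapped a region in 0.89% of cases at 0.5 and in 10.6% at 0.25.

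**Figure D2:**
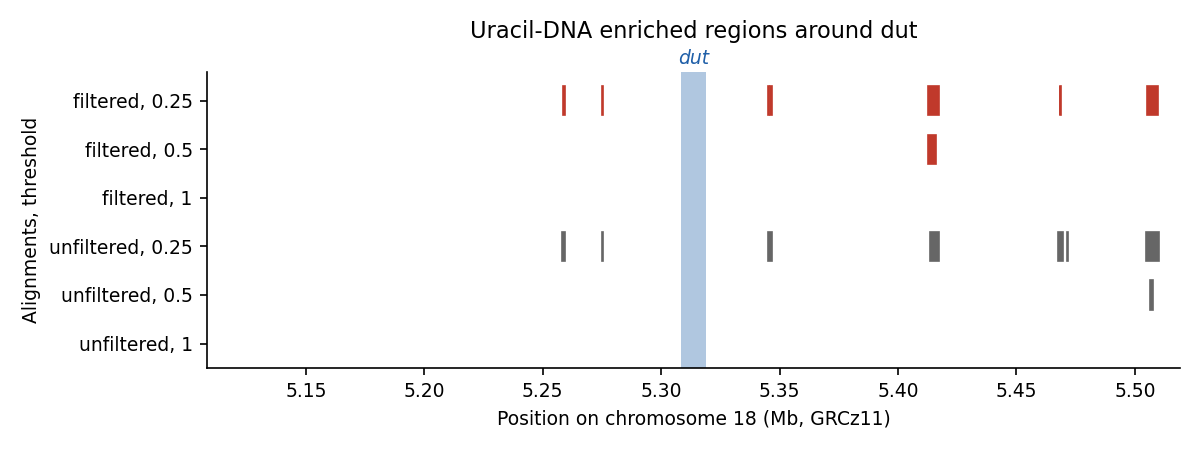
Uracil-DNA enriched regions within 200 kb of dut (blue band) by position on chromosome 18 in Mb (x axis), in 6 lists named by alignment set and threshold (y axis). Red bars are regions from filtered alignments and grey bars regions from unfiltered ones, drawn to scale; none touches the blue band.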

Forward and reverse primers used to amplify the target sequence, respectively: 5′‐TGTCCTGATCTGCCTGTTTCAG‐3′ and 5′ACGGCTCCTTGTTGAAGTTGAA‐3′.

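The reverse primer matches the coding sequence of Fig. S7 once, on the strand opposite to the coding strand, at nucleotides 409 to 430 counted from the A of the ATG. On the coding strand, its binding site begins 116 nt after the predicted cut. The forward primer matches neither strand of the coding sequence, so the length of the amplified product was not derived from it.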

## Results and discussion

### *In silico* analysis of the zebrafish dUTPase isoforms

There are currently four isoforms of zebrafish dUTPase (*Dr*DUT) listed in the UniProt database (https://www.uniprot.org/). Sequence alignment of these four variants shows that they differ mostly in the N‐terminus (Fig. 1A). The longest isoform (Q5XJ23) has an extended N‐terminal segment, which might correspond to a mitochondrial localization signal. Comparative analysis with the human and mouse dUTPases revealed that the zebrafish nuclear isoform shares a high degree of similarity with its mammalian counterparts, whereas the mitochondrial leader sequence exhibits pronounced divergence among the three species (cf. Fig. S2). Mapping the transcriptional start sites (TSSs) of isoforms NM_001006005.1 (encoding Q5XJ23), XM_021467637.2 (encoding A0A8M9P120) and XM_021467638.2 (encoding A0A8M9PA15), shows that the main source of variation at the N‐terminus is due to alternative splicing (Fig. 1B), similarly to the human dUTPase [74, 75]. CAGE sequencing can also be used to identify *dut* TSSs both in the maternal and zygotic transcriptome. Interestingly, we can observe that the TSS at exon 1 of *dut* can be identified only in the maternal transcriptome (Figs 1C and S3), suggesting that XM_021467638.2 is only maternally expressed. Of note, in the case of the other two transcripts, expressed both maternally and zygotically, a shift from maternal to zygotic promoters can be observed (Fig. 1C) as previously described [76].

**Fig. 1:**
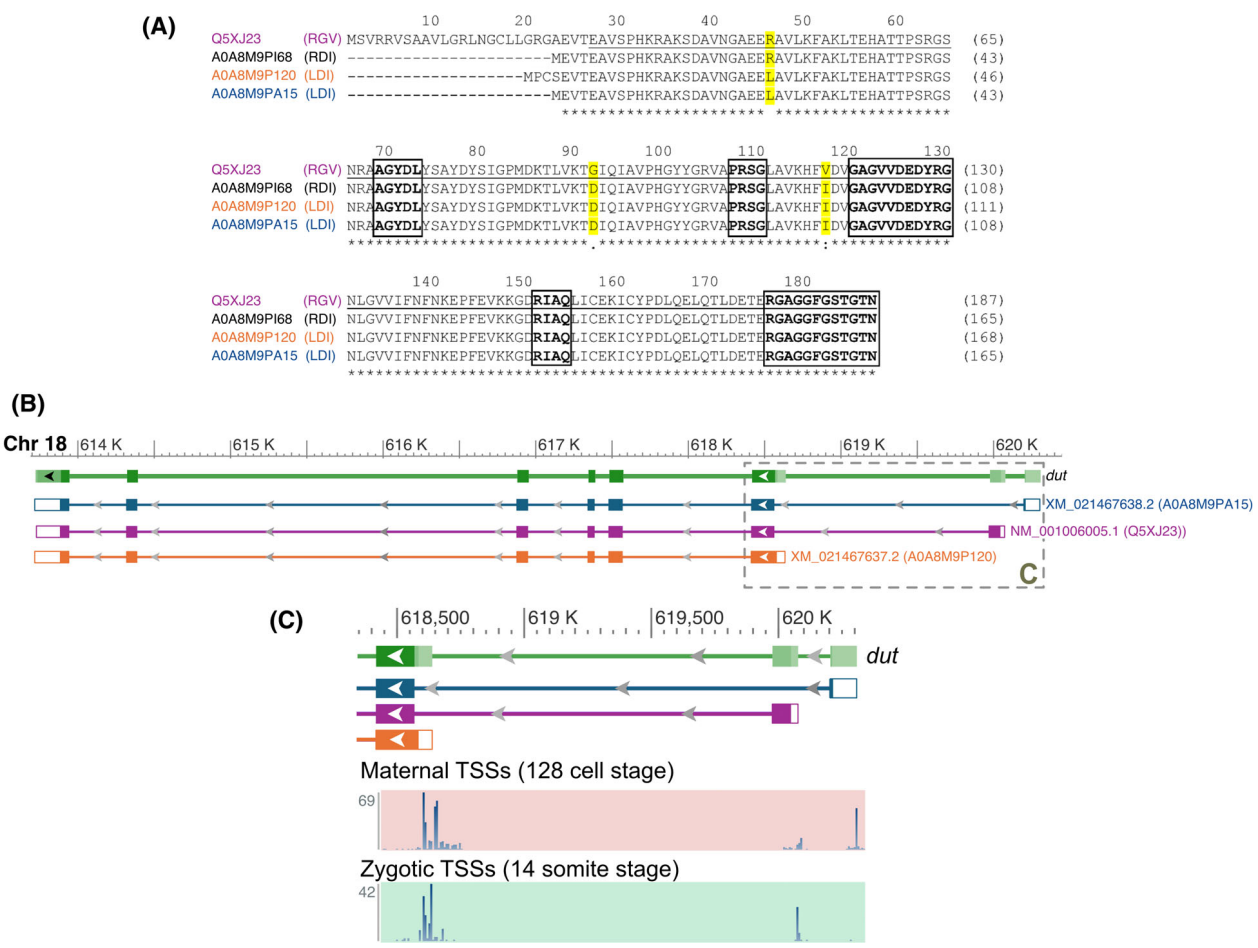
*In silico* analysis of *Danio rerio* dUTPase variants. (A) Sequence alignment of all Danio dUTPase variants each represented with their respective Uniprot code, which is colored corresponding to Panel B. Asterisk (*) denotes identity; strongly or weakly similar amino acids are marked with colon (:) and period (.) respectively. Positions of the variable residues are highlighted in yellow. The five conserved motifs are boxed. The protein variants corresponding to the underlined sequence lacking the N‐terminal extension were expressed. (B) The genomic location of the *dut* gene (green) on chromosome 18 and the exon composition of the three transcripts (named and colored as on Panel A) where active transcription can be detected. (C) Transcriptional start sites (TSSs) of the maternal and zygotic transcripts. Panels B and C were generated by Integrated Genome Viewer (IGV) [61].

Otherwise, the isoforms differ at three amino acid positions R46L, G92D, V117I (numbering is according to the longest isoform, i.e., Q5XJ23). 

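In the text copy of the dut coding sequence of Fig. S7, codon 46 is CGA (arginine), codon 92 is GAC (aspartate) and codon 117 is ATT (isoleucine). Each of the other residues can be reached from these codons by 1 base change, and by no other single change in the same codon. With nucleotides counted from the A of the ATG, leucine 46 needs G137T, which gives CTA. Glycine 92 needs A275G, which gives GGC, and valine 117 needs A349G, which gives GTT. These changes were derived from the genetic code and were not read from sequenced alleles. The codons are those of the text copy of Fig. S7, which holds 1 codon that was not printed with its own amino acid. The paper took this sequence from its laboratory strain and states that the strain encodes leucine at position 46 (the LDI variant). Codon 46 of the copy conflicts with that statement.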

From the potential eight variations of these three sites only RGV, RDI and LDI are present (as shown in Fig. 1A, variable positions are highlighted in yellow).

In *Saccharomyces cerevisiae* and *Escherichia coli*, single point mutations in the dUTPase active site (G82S in motif 3 and G147D in motif 5, respectively) abolished enzymatic activity, thereby significantly impairing the viability of the respective organisms. Thus, we checked if the variations in *Dr*DUT dUTPases are located in the conserved regions and found that none of those fall within the conserved motifs (Fig. 1).

To check the position of these variable residues within the three‐dimensional protein structure, we created structural models by AlphaFold3 [47]. The models show high structural similarity of the isoforms apart from the N‐terminal segments, which are seemingly flexible as in the case of other dUTPases (Fig. S4). Importantly, the variant residues are contained within the well‐folded part of the enzyme structure.

As expected, the variant R46, G92, V117 residues are distant from the active site. According to our models, residue R46 is located on the surface of the protein, whereas G92—and particularly V117—are positioned more internally (Fig. 2A,B). Thus, the replacement of R46 by leucine could cause instability due to its reduced hydrophilicity, while accommodation of the bulkier aspartic acid and isoleucine at the 92 and 117 positions could potentially cause a decrease in stability. Still, as human and other eukaryotic dUTPases also contain aspartic acid and isoleucine at the respective positions [77] (Fig. S2), these variations are not expected to dramatically interfere with protein folding. Accordingly, the respective 3D structural models for RDI and LDI variants suggest that the larger residues could be fairly accommodated in the structure. The aspartic acid even forms additional intrachain hydrogen bonds with residues T55, Y77, and N131 (Fig. 2C), which can further stabilize the structure.

**Fig. 2:**
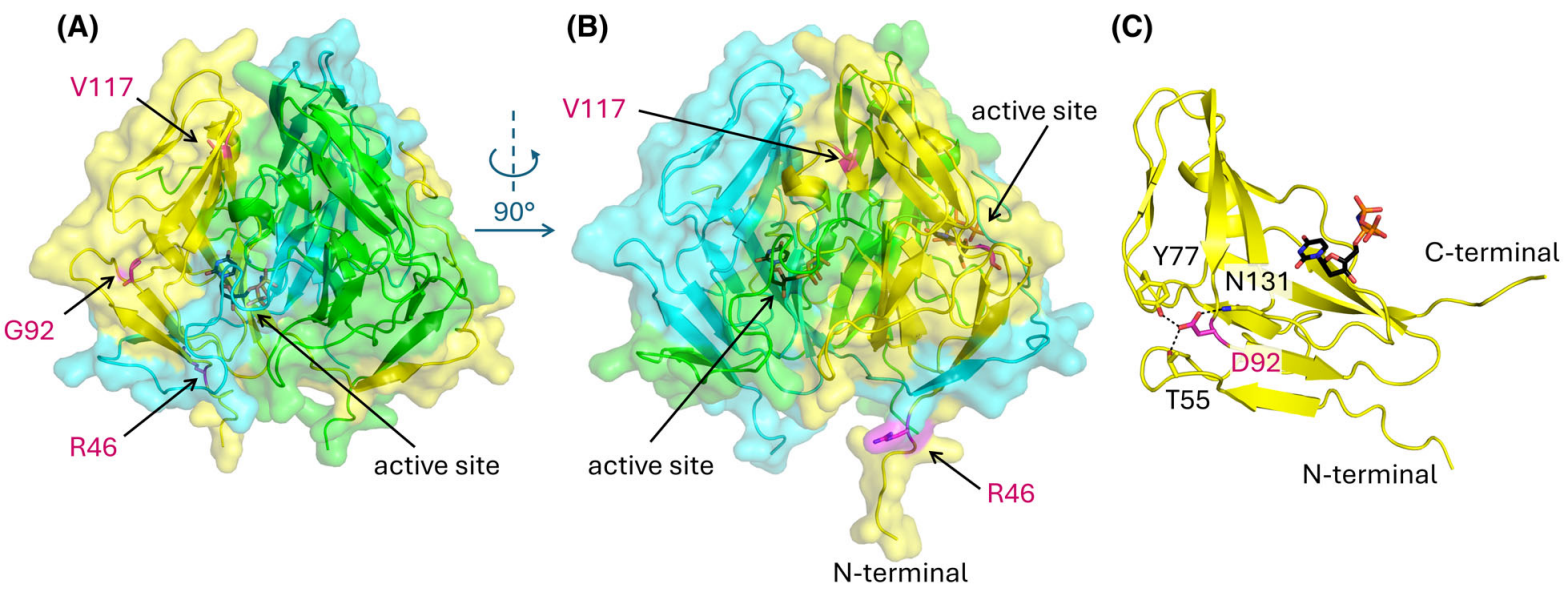
Spatial arrangement of *Danio rerio* dUTPase mutations relative to the surface and the active site of the protein. (A, B) Surface of *Dr*DUT‐RGV (Alphafold 3 model) is shown (partially transparent) from two different viewpoints (rotated around the y axis by 90 degrees) to allow inspection of all three positions. Protein chains are colored yellow, green and cyan, positions of the variable residues in case of Chain A (yellow) highlighted with magenta. The position of the substrate analogue (shown as sticks with atomic coloring carbon : black, oxygen : red, nitrogen : blue, phosphorus : orange) at the active site is modeled based on superimposition of *Dr*DUT‐RGV with the human dUTPase (PDB ID: 3EHW). (C) Intrachain hydrogen bonds of D92 with residues Y77, N131, and T55. The extended part of the carboxy terminus is not shown. Figure was created using pymol 2.5.4 (Schrodinger, LLC; https://www.pymol.org).

Interestingly, a mutation (i.e., the T25I) of the *E. coli* dUTPase, which is far from the active site and is predicted to induce only a slight steric hindrance effect (cf. Fig. S5) was shown to lead to a drastic decrease in enzymatic activity [78]. Similarly, the seemingly benign Y54C mutation on the surface of the human dUTPase has been associated with disease due to the thermal instability of the enzyme [22, 23, 24]. Thus, we wanted to assess the effect of these variations on the stability of the *Dr*DUT isoforms.

We applied sequence‐based (MuProt [54], DDGemb [48], SAAFEC‐SEQ [49]) and structure‐based (DDMut [50], MAESTRO [51], PREMPS [52], MutPred2 [53]) predictions in which we implanted the best ranked Alphafold3 model to predict the effect of the amino acid variations in *Dr*DUT (Table 1). The predicted impact of the amino acid substitutions was rather inconclusive. To provide a reference, we analyzed the Y54C mutation in human dUTPase using the same prediction tools, which yielded consistent results indicating a destabilizing effect matching the experimental data.

**Table 1:** Results of *in silico* predictions of the effect of the Danio DUT mutations.

Abbreviation of the method	Refs	Input used	R46L	G92D	V117I	RGV vs LDI	hDUT Y54C
MuProt	[54]	Sequence	ddG = 0.01 neutral	ddG = −0.57 destabilize	ddG = −0.62 destabilize	Destabilize^a^	ddG = −1.13 destabilize
DDGemb	[48]	Sequence	ddG = 0.46 neutral	ddG = −0.36 neutral	ddG = 0.6 weakly stabilize	Neutral^a^	ddG = −1.37 destabilize
SAAFEC‐SEQ	[49]	Sequence	ddG = −0.29 destabilize	ddG = −1.09 destabilize	ddG = −0.47 destabilize	Destabilize^a^	Destabilize
DDMut	[50]	Structural model (RGV)	ddG = 0.15 stabilize	ddG = −2.71 destabilize	ddG = 0.20 stabilize	ddG = −4.04 destabilize	ddG = −1.55 destabilize
MAESTRO	[51]	Structural model (RGV)	ddG = 1.27 destabilize^b^	ddG = 0.14 destabilize^b^	ddG = −0.63 stabilize^b^	ddG = 0.26 destabilize^b^	ddG =2.47 destabilize^b^
PREMPS	[52]	Structural model (RGV)	ddG = 0.0 neutral^b^	ddG = 0.11 weakly destabilize^b^	ddG = −1.13 stabilize^b^	Stabilize^a^	ddG = 1.09 destabilize^b^
MutPred2	[53]	Structural model (RGV)	Score = 0.4 benign^c^	Score = 0.4 benign^c^	Score = 0.1 benign^c^	Benign^a^	Score = 0.71 pathogenic^c^

^a^ Effect of mutations predicted separately by the method, thus the overall result is the sum of the three effects.

^b^ In case of this method the difference in ΔG is defined differently than in the case of the others; if it is negative it indicates stabilization.

^c^ Score >0.611 the mutation is considered to be pathogenic.

### Experimental analysis of the zebrafish dUTPase isoforms

To verify the results of the *in silico* stability predictions, we decided to produce the different isoforms. First we tried to express the mitochondrial dUTPase of *Danio rerio* (Uniprot ID: Q5XJ23). Although expression of the recombinant *Dr*DUT‐mito protein in *E. coli* was successful, it was found exclusively in the insoluble fraction, likely as inclusion bodies, which impeded the purification of the protein in a soluble and functional form.

Subsequently, the mitochondrial leader sequence (residues 1–26; cf. Fig. 1) was removed from the construct, resulting in a vector encoding *Dr*DUT‐RGV. The other two protein variants, namely *Dr*DUT‐RDI and *Dr*DUT‐LDI were obtained by mutagenesis. The three‐letter codes in the variant names correspond to the amino acid residues at positions 46, 92, and 117, respectively, while the numbering is based on the mitochondrial zebrafish dUTPase sequence (UniProt ID: Q5XJ23, cf. Fig. 1). All three variants could be isolated and purified (Fig. S6).

The thermal stability of the three variants was tested by differential scanning fluorimetry. The melting temperature (*T*_M_) of *Dr*DUT‐RGV was found to be 38.6 °C, whereas the other two variants, *Dr*DUT‐RDI and *Dr*DUT‐LDI, showed markedly improved stability associated with melting temperatures of 55.2 °C and 50.5 °C, respectively (Fig. 3A). The human dUTPase, which contains aspartate and isoleucine at the corresponding positions—thus resembling the 92D, 117I *Dr*DUT variants—exhibits a melting temperature of 58.5 ± 0.5 °C [23]. The Y54C single mutation in the human dUTPase leads to a 6 °C decrease in the *T*_M_ and was proved to cause severe physiological effects associated with the reduced thermal stability [22, 23, 24].

**Fig. 3:**
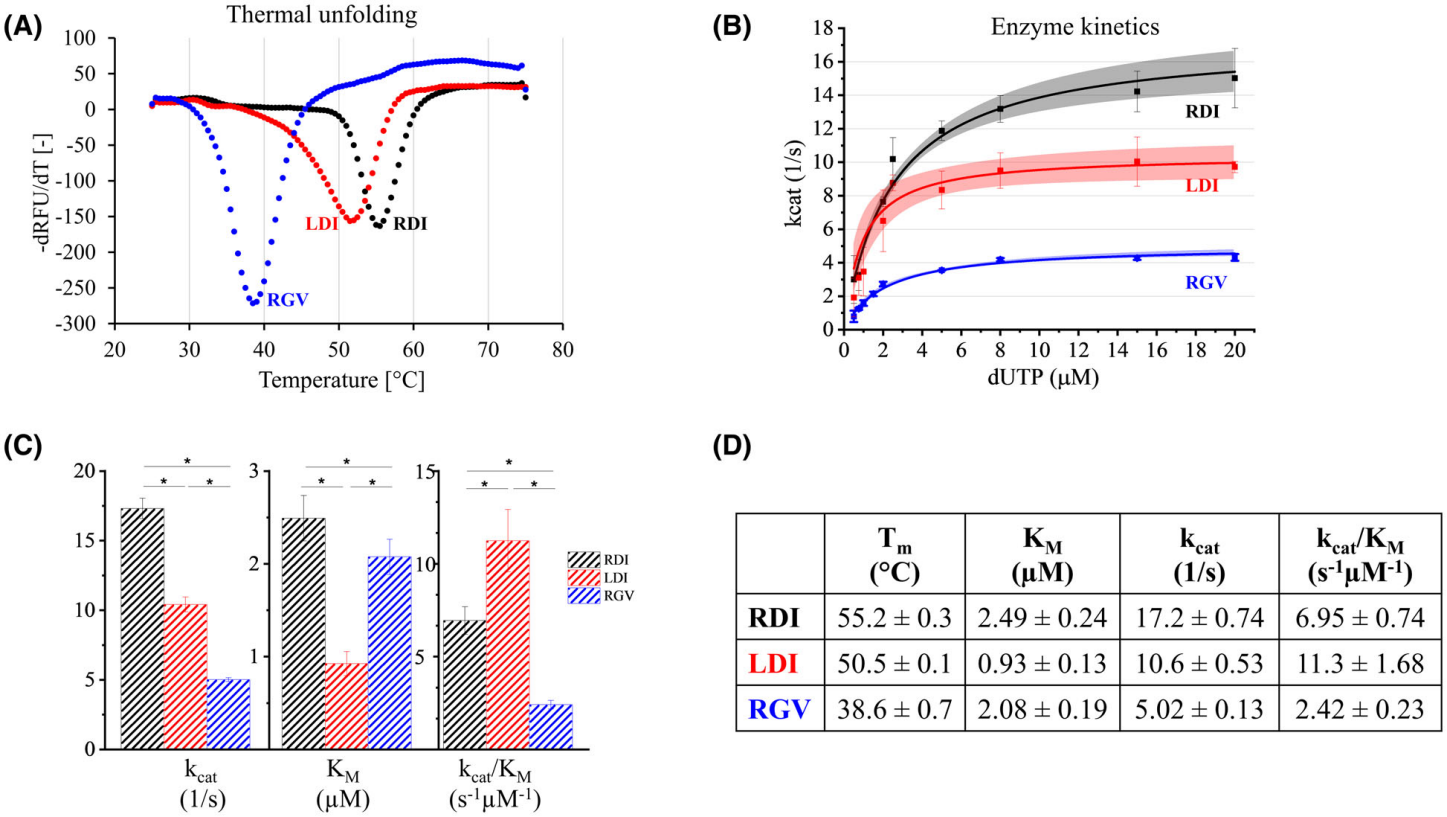
Thermal stability and catalytic activity of *Dr*DUT variants. (A) First negative derivative of the melting curves of the *Dr*DUT variants measured by differential scanning fluorimetry. Melting temperature is shown in Panel D. (B) Michaelis–Menten curves of the *Dr*DUT variants. (C, D) Numeric data of the stability and activity measurements, also showing the significance of the differences between the results (in Panel C, the *P*‐values < 0.05 from the ANOVA test are indicated by *). All measurements were done in triplicates (*n* = 3).

We tested the catalytic activity of the three *Dr*DUT variants (Fig. 3B–D). Based on our results, although the three variants have comparable affinity toward the substrate, the *K*_M_ values significantly differ between the variants. In addition, the catalytic efficiency of the three variants also differs significantly. The *Dr*DUT‐LDI variant was found to be the most active, with a *k*_cat_/*K*_M_ of 11.3 ± 1.7 s^−1^·μm ^−1^. The L46R mutation significantly reduced the catalytic activity of the protein (cf. *k*_cat_/*K*_M_ = 6.95 ± 0.74 s^−1^·μm ^−1^ of *Dr*DUT‐RDI), while the G92 and V117 variants were least active with an order of magnitude decrease in *k*_cat_/*K*_M_ (cf. *k*_cat_/*K*_M_ = 2.4 ± 0.2 s^−1^·μm ^−1^ of *Dr*DUT‐RGV). By comparison the Y54C mutation in the human dUTPase did not affect the activity of the protein [23].

In conclusion, our results show significant differences in the three variant proteins with respect to thermal stability and catalytic properties where the RGV variant is inferior to the others in both aspects, while the substrate affinity remains similar between the variants.

Our next goal was to investigate the role of dUTPase in the zebrafish animal model. Considering the dramatic differences, especially in the catalytic properties of the *Dr*DUT variants with different SNPs, it was highly important to determine which of these variants are encoded in the *Danio rerio* strain in our laboratory, since this will be used in the further experiments.

Therefore, we analyzed the whole genome sequencing data, obtained on our laboratory zebrafish strain (Fig. S7). We found that the *dut* gene in this strain encodes one of the most potent (LDI) variants associated with superior catalytic and stability parameters. This finding establishes our laboratory strain as a valid and appropriate model to study the physiological role of dUTPase in fish development.

### Consequences of dUTPase loss of function in zebrafish development

To better understand the role of *dut* during embryonic development we also created *dut* “crispant” zebrafish [72]. We have targeted exon 3 of the gene encoding the dUTPase domain of the enzyme (Fig. 4A) with CRISPR/Cas9 RNPs and we were able to observe highly efficient targeting activity (Fig. 4B).

**Fig. 4:**
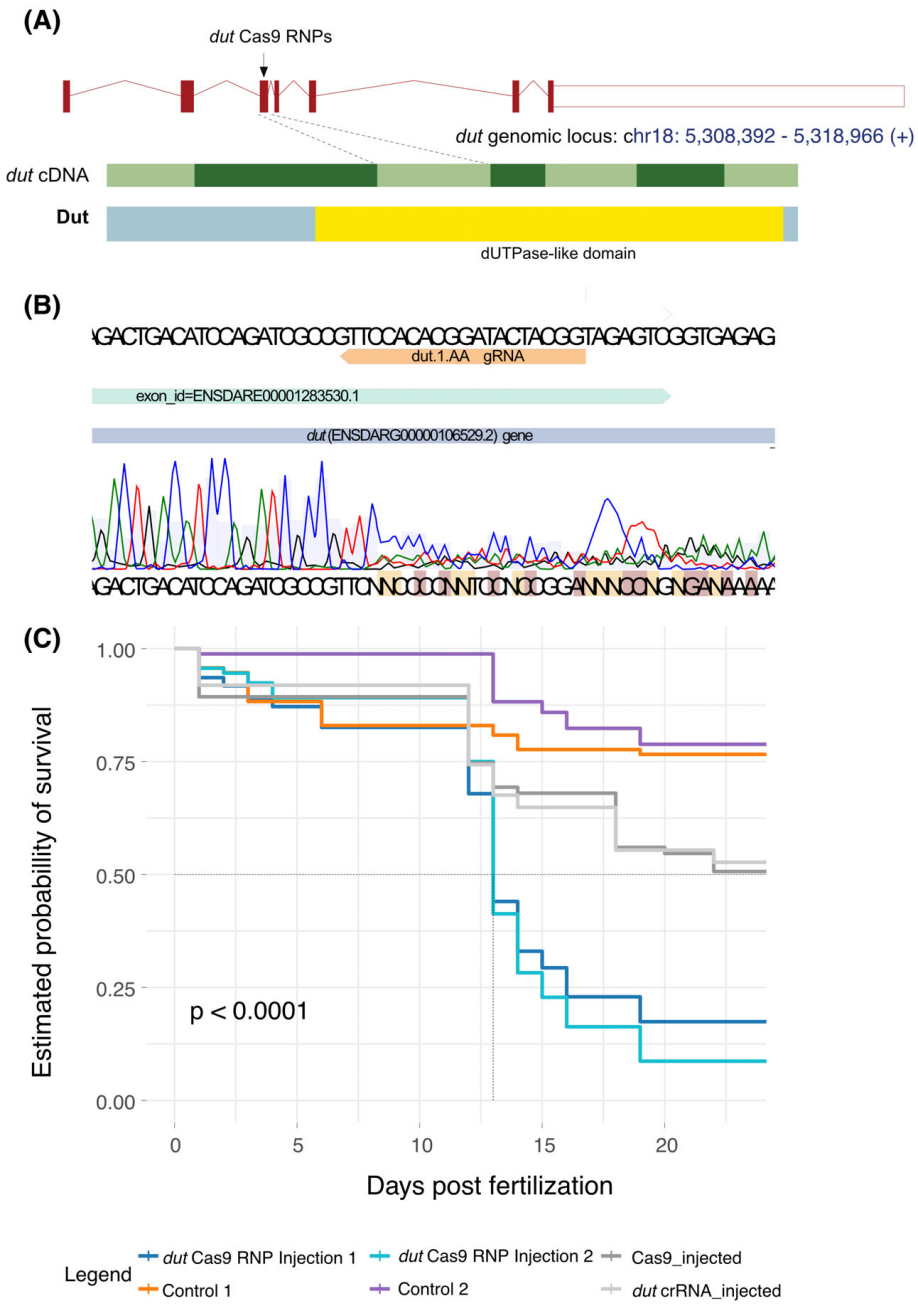
Generation and survival analysis of *dut* “crispant” zebrafish. (A) Schematic view of the zebrafish *dut* locus, *dut* transcript and the domain composition of the Dut protein. The targeting region of the *dut* sgRNA is highlighted. (In the genomic scheme red boxes denote exons; in the transcript view, light and dark green boxes highlight alternating exons, whereas in the schematic Dut view the yellow box denotes the dUTPase domain.) (B) The Sanger sequenogram of the target region using *dut* “crispant” genomic DNA from 12 embryos as a template. (C) Disruption of zygotic *dut* function results in embryonic lethality. Injection of Cas9 ribonucleoproteins (RNPs) targeting *dut* had severe effects on the estimated probability of survival of the injected embryos in two separate experiments (Group 1 and Group 2) as shown by a Kaplan–Meier survival plot. The log‐rank test was used to calculate the *p*‐value.

While we did not observe gross morphological defects in our loss‐of‐function embryos (Fig. S8), the survival rate of the genome‐edited fish was dramatically lower than that of their non‐edited counterparts (Fig. 4C and Table 2). A high wave of mortality was observed after ~12 dpf in the “crispants,” which coincides with the early stages of metamorphosis in this species [79, 80]. This crucial phase in the life of fish is characterized by increased sensitivity to a variety of stressors [80]. While our understanding is still incomplete of this critical phase in the life of fish, available data indicate that metamorphosis is also characterized by a shift from innate to adaptive immunity [81] and the thyroid hormone‐mediated remodeling of multiple organs is also thought to be linked to new waves of proliferation [82]. As the absence of dUTPase would result in a build‐up of cellular dUTP levels, this metamorphic wave of proliferation could lead to increased levels of genomic uracil, triggering widespread cell death, ultimately compromising the survival of the animals.

**Table 2:** Survival rates of zebrafish embryos injected with *dut* Cas9 RNPs and various controls.

	Day 1	Day 6	Day 12	Day 24
Control_1	96%	83%	83%	77%
*dut RNP* inj_1	94%	83%	68%	17%
Control_2	99%	99%	99%	79%
*dut RNP* inj_2	96%	89%	75%	9%
Cas9_inj	89%	89%	75%	51%
*dut* crRNA inj	92%	92%	74%	54%

In light of these results, it was of interest to consult the existing mRNA and protein expression databases for zebrafish to see whether expression profiles are in line with the important role of dUTPase in development.

### *In silico* analysis of *dut* expression

A string of recently published datasets also made it possible for us to characterize the expression of *dut* during embryogenesis and germ cell formation in great detail.

Analysis of transcriptomic and protein profiling datasets that cover the period of MZT [63] shows that both *dut* transcripts and dUTPase protein are present maternally in the zebrafish egg, at stable concentrations throughout the earliest stages of embryogenesis (Fig. 5A,B). The reanalysis of the Daniocell single‐cell RNA sequencing (scRNA‐Seq) dataset, which covers the post‐MZT period, until 120 hpf, showed that dUTPase is expressed in a variety of tissues until ~48 hpf, in line with previously published high‐throughput expression analysis datasets [83]. To assess the functional associations of *dut* in the developing zebrafish, we performed GO enrichment analysis on genes significantly coexpressed with *dut* across all cell types. This analysis showed that coexpressed genes are significantly enriched for biological processes involved in DNA replication and cell cycle (Fig. 5C), consistent with the known role of *dut* in nucleotide metabolism. The list of genes shown in Fig. 5C is provided as a Data S1.

**Fig. 5:**
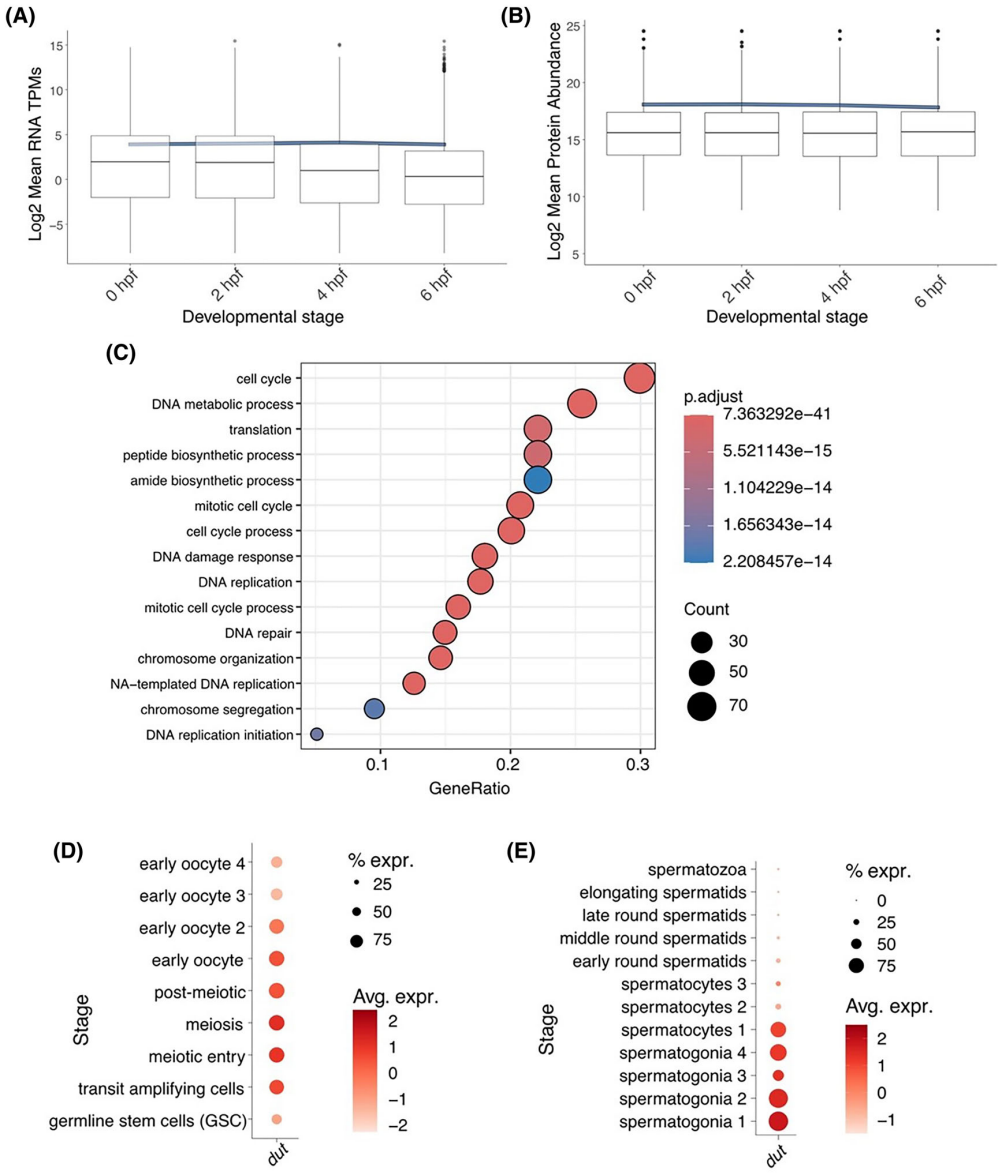
*In silico* analysis of *dut* expression during zebrafish embryogenesis and germ cell development. (A, B) Expression levels of *dut* transcripts and dUTPase protein shown as boxplot reflecting the median, interquartile range (IQR), and whiskers representing 1.5 × IQR compared to normalized means (blue) around the MTZ (3 hpf). Graph is created by Shiny script described in ref [63]. (TPM stands for “Transcripts per million”; protein abundance reflects normalized values of mass spectrometry measurements of three (Panel A) or four (Panel B) biological replicates; all data from: [63]). (C) GO analysis of genes that are significantly coexpressed with *dut* from 4 hpf to 120 hpf. (Based on data from: [64]). GeneRatio represents the proportion of genes that are coexpressed with *dut* and are annotated to a specific GO term, whereas Count represents the raw number of genes annotated to the GO term. The p.adjust value reflects the adjusted p value for the enrichment, using the Benjamini–Hochberg adjustment method. (D, E) Expression of *dut* during various stages of oogenesis (D) and spermatogenesis (E). (Based on data from: [67, 68].) The percentage of cells in the dataset expressing the gene (% expr) is shown, as is the average expression level (Avg. expr.) of the gene across all the cells in a given subgroup, calculated based on the normalized expression of the genes in the dataset.

Finally, we were also able to follow the level of dut transcripts during oogenesis [67] and spermatogenesis [68]. Detailed reanalysis of scRNA‐Seq data suggests that while dut is present through all stages of oocyte development (Fig. 5D), its levels are only elevated during the early stages of spermatogenesis, and *dut* transcript levels decline in late spermatocytes (Fig. 5E).

The expression data supports the potential importance of dUTPase in embryogenesis along with our experimental findings. It is also important to emphasize that in our “crispant” model, the maternal effect is still present, such that oocytes provide dUTPase to the early embryos. We clearly show that later development of the offspring individuals is highly perturbed without dUTPase.

## Conclusion

The present results show that disruption of the *dut* gene in zebrafish leads to strong lethality during the post‐embryonic development of the animal. Interestingly, the onset of lethality is observed during the larval stage corresponding to early steps of metamorphosis [79, 80].

A limitation of our study in this respect is that our currently applied method does not perturb the maternal effect; hence, we can only investigate the effect of the *dut* gene disruption at the later stages when maternal supply is not present. Still, our observations clearly indicate the importance of dUTPase function for the development and viability of zebrafish, a useful model in animal studies. Our current data pave the way toward more detailed further studies focusing on the physiological role of dUTPase in vertebrate development.

We also show that a few single point mutations in the zebrafish dUTPase protein lead to severe reductions in enzymatic activity and protein stability, as reflected in enzyme kinetics and thermal stability experiments. Notably, a similar change in the case of the human dUTPase is associated with serious physiological consequences. These zebrafish dUTPase protein mutations are present in the UniProt database as the result of a single‐nucleotide polymorphism. Our results are notable since the sites of the mutations are not in the vicinity of the active site and also do not constitute a key segment in the protein core. Still, catalytic efficiency is decreased by an order of magnitude and protein stability is also highly perturbed, characterized by a decrease in the thermal unfolding pattern of the protein. The results underline the general importance of direct investigations of the potential structural and functional effects of SNPs even if those are not present at active sites or other ligand binding sites.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

VP‐S, AB, KN, MV, BGV contributed to study design; VP‐S, LK, JM contributed to performed experiments; VP‐S, AB, KN, MV, BGV contributed to interpreted data; VP‐S, KN, MV, BGV contributed to wrote article.

## Supporting information

**Fig. S1.** Structure of the active site of human dUTPase (PDB: 3EHW).
**Fig. S2.** Sequence alignment of the mithocondrial (A) and nuclear (B) isoforms of the zebrafish, human and mouse dUTPases.
**Fig. S3.** Developmental shift in the usage of *dut* TSS sites.
**Fig. S4.** (A) Alignment of Alphafold 3 models of the four zebrafish dUTPase isoforms.
**Fig. S5.** Structural modelling of the effect of T25L mutation of the *E. coli* dUTPase.
**Fig. S6.** SDS‐PAGE gels of the purified *Dr*DUT constructs.
**Fig. S7.** Sequence of the dUTPase of zebrafish in our laboratory.
**Fig. S8.** Representative images of various control and *dut* Cas9 RNP injected zebrafish embryos at 1 dpf and 2 dpf.

**Table S1.**Mutagenesis primers used.
**Table S2.** Sequence and extinction coefficient of the expressed proteins.

## Data Availability

The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus and are accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE307307, GEO Series accession number [GSE307307].

# Supplementary material for: dUTPase is essential in zebrafish development and possesses several single‐nucleotide variants with pronounced structural and functional consequences
**Source:** FEBS Open Bio. 2025 Dec 16;16(6):1087–101. doi: 10.1002/2211-5463.70176
**Supplement:** Supplementary file 1 — Fig. S1. Structure of the active site of human dUTPase (PDB: 3EHW). Fig. S2. Sequence alignment of the mithocondrial (A) and nuclear (B) isoforms of the zebrafish, human and mouse dUTPases. Fig. S3. Developmental shift in the usage of dut TSS sites. Fig. S4. (A) Alignment of Alphafold 3 models of the four zebrafish dUTPase isoforms. Fig. S5. Structural modelling of the effect of T25L mutation of the E. coli dUTPase. Fig. S6. SDS‐PAGE gels of the purified DrDUT constructs. Fig. S7. Sequence of the dUTPase of zebrafish in our laboratory. Fig. S8. Representative images of various control and dut Cas9 RNP injected zebrafish embryos at 1 dpf and 2 dpf.

## SUPPORTING INFORMATION

### **dUTPase is essential in zebrafish development and possesses several single nucleotide variants with pronounced structural and functional consequences**

Viktória Perey-Simon<sup>1,2</sup>, Angéla Békesi<sup>1,2</sup>, Latifa Kazzazy<sup>3</sup>, Máté Varga<sup>3</sup>, Beáta Vértessy<sup>1,2,\*</sup>, Kinga Nyíri<sup>1,2,\*</sup>

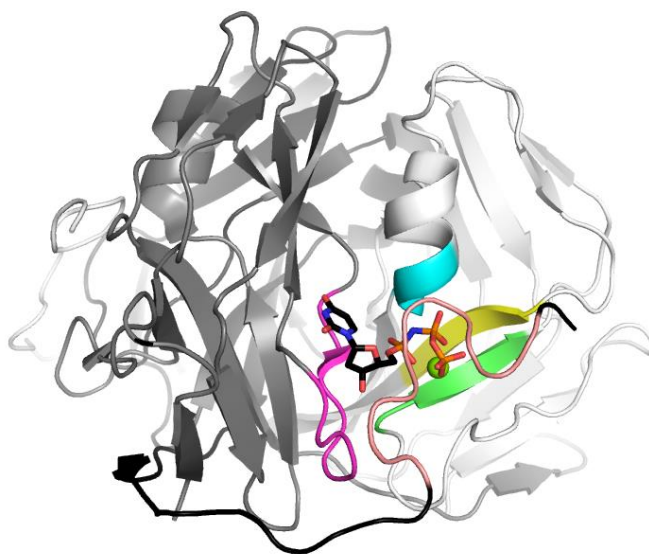

**Figure S1. Structure of the active site of human dUTPase (PDB: 3EHW).** The trimeric dUTPase is shown as cartoon, chains colored as white, grey and black. The conserved motifs are colored as: Motif 1 - green, Motif 2 - blue, Motif 3 - magenta, Motif 4 - yellow, Motif 5 - salmon. The substrate analogue dUPNPP is shown as sticks with atomic coloring (C:black, O:red, N:blue, P:orange), magnesium ion is represented as green sphere. Figure was created using PyMOL 2.5.4 (Schrodinger, LLC; <https://www.pymol.org>)

## A

|            |                                                                          |     |
|------------|--------------------------------------------------------------------------|-----|
| Q5XJ23-RGV | -----MSV                                                                 | 3   |
| hDUT-M     | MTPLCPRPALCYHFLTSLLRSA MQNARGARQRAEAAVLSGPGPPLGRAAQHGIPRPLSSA            | 60  |
| mouseDUT-M | -----MPLLSVLLRLRLQ-----AALLRGR--AL-----G                                 | 23  |
| Q5XJ23-RGV | RRVSAAV-----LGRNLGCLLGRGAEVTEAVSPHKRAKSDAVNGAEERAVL                      | 49  |
| hDUT-M     | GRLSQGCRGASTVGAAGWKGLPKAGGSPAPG--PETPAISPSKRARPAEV---GGMQL               | 114 |
| mouseDUT-M | SARSRSCRGSRG-----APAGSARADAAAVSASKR--ARAE---DGASL                        | 62  |
|            | * . : * * *                                                              |     |
| Q5XJ23-RGV | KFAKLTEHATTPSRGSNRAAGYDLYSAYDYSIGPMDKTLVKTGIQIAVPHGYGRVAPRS              | 109 |
| hDUT-M     | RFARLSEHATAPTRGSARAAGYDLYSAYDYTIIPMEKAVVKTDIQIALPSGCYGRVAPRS             | 174 |
| mouseDUT-M | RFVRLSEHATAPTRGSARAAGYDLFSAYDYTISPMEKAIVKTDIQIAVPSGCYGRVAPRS             | 122 |
|            | : * . : * * * * * : * * * * * : * * * * * : * * * * * : * * * * *        |     |
| Q5XJ23-RGV | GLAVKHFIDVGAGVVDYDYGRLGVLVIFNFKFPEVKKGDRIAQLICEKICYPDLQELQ               | 169 |
| hDUT-M     | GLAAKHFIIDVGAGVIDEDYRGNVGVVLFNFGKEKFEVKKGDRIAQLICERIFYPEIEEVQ            | 234 |
| mouseDUT-M | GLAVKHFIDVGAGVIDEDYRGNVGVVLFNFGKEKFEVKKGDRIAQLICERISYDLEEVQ              | 182 |
|            | ** . * * : * * * * : * * * * * : * * . * * * * * * * * * * : * * : * * * |     |
| Q5XJ23-RGV | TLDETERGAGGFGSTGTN                                                       | 187 |
| hDUT-M     | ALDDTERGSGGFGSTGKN                                                       | 252 |
| mouseDUT-M | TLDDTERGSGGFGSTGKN                                                       | 200 |
|            | : * * : * * * : * * * * * . *                                            |     |

## B

|                |                                                                           |     |
|----------------|---------------------------------------------------------------------------|-----|
| A0A8M9PI68-RDI | ---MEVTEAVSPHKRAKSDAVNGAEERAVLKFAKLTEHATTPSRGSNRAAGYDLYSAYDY              | 57  |
| A0A8M9PI20-LDI | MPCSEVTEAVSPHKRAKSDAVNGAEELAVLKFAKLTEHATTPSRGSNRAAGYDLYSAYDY              | 60  |
| A0A8M9PA15-LDI | ---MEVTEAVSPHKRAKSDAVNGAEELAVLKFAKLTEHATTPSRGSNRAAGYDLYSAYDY              | 57  |
| hDUT-N         | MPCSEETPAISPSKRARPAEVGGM---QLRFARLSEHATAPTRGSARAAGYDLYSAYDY               | 56  |
| mouseDUT-N     | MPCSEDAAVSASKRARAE--DGA---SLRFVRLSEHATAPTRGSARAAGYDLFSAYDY                | 54  |
|                | * : * : * * * : . * * : * . : * * * * : * * * * * : * * * * *             |     |
| A0A8M9PI68-RDI | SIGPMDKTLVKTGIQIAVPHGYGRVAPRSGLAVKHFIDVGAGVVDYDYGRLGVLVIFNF               | 117 |
| A0A8M9PI20-LDI | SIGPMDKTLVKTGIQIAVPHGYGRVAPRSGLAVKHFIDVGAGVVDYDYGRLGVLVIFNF               | 120 |
| A0A8M9PA15-LDI | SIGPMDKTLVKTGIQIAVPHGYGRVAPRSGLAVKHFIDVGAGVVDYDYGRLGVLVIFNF               | 117 |
| hDUT-N         | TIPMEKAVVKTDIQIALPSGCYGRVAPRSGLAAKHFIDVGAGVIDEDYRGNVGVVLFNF               | 116 |
| mouseDUT-N     | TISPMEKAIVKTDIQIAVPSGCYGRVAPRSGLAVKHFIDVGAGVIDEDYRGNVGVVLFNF              | 114 |
|                | : * * * : * . : * * * * * : * * * * * : * * * * * : * * * * * : * * * * * |     |
| A0A8M9PI68-RDI | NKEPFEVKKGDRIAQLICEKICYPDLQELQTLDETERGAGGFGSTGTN                          | 165 |
| A0A8M9PI20-LDI | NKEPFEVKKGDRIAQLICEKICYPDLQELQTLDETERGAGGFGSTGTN                          | 168 |
| A0A8M9PA15-LDI | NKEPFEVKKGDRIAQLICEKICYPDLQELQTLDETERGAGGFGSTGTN                          | 165 |
| hDUT-N         | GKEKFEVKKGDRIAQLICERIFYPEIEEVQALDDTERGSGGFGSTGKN                          | 164 |
| mouseDUT-N     | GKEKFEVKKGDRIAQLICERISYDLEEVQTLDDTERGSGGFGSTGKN                           | 162 |
|                | . * * * * * * * * * * : * * : * : * : * * * : * * * * * : * * * * *       |     |

**Figure S2.** Sequence alignment of the mitochondrial (A) and nuclear (B) isoforms of the zebrafish, human and mouse dUTPases. Zebrafish dUTPase variants are represented with their respective Uniprot code. Asterisk (\*) denotes identity, strongly or weakly similar amino acids are marked with colon (:) and period (.) respectively. The five conserved motifs are with bold red letters. Positions of the variable residues are highlighted with yellow.

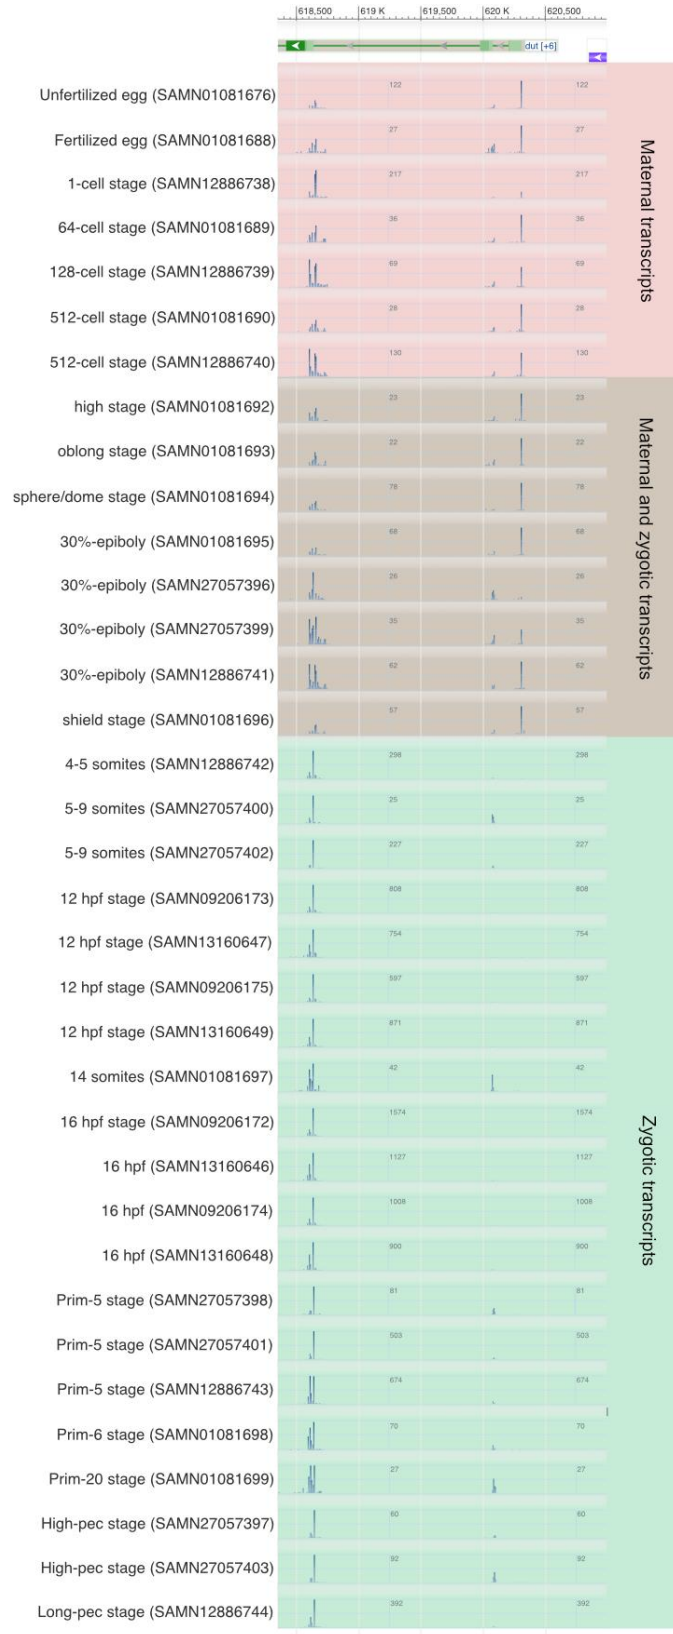

**Figure S3. Developmental shift in the usage of *dut* TSS sites.** CAGE-Seq results show that while the TSS in exon 1 is present in samples that contain solely maternal, and maternal and zygotic transcripts, in later stages, once the degradation of maternal transcripts is complete, this TSS cannot be detected anymore. For every sample the stage and the Sequence Read Archive (SRA) sample ID is shown.

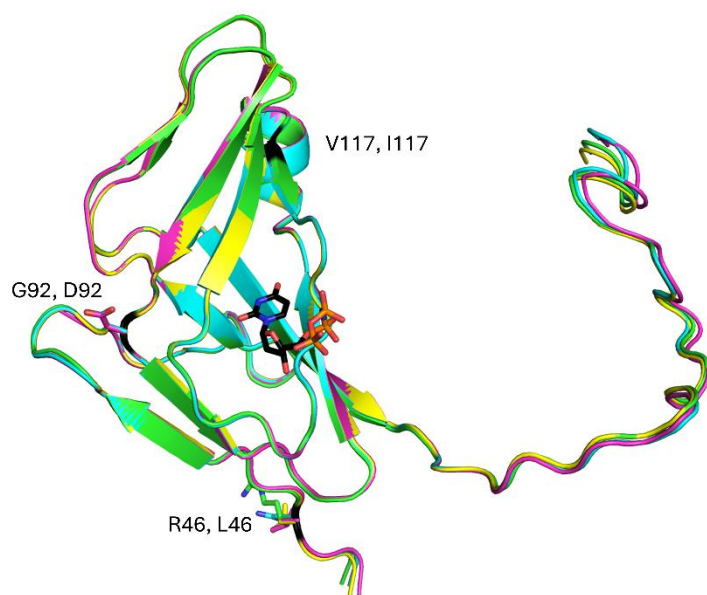

**Figure S4. A) Alignment of AlphaFold 3 models of the four zebrafish dUTPase isoforms.** One chain of each isoform is shown as cartoon (Q5XJ23 with green, A0A8M9P120 with yellow and A0A8M9PA15 with magenta, A0A8M9PI68 with cyan). N-terminal residues (Residues preceding Ala-43 in Q5XJ23 and the respective residues in the other isoforms) were modeled as random coils thus not shown. The positions of the variable residues are colored black and labeled. Position of the substrate (sticks with atomic coloring as carbon: black, nitrogen: blue, oxygen: red, phosphorous: orange) is shown based on structural alignment with the human dUTPase (PDB ID: 3EHW). Figure was created using PyMOL 2.5.4 (Schrodinger, LLC; <https://www.pymol.org>).

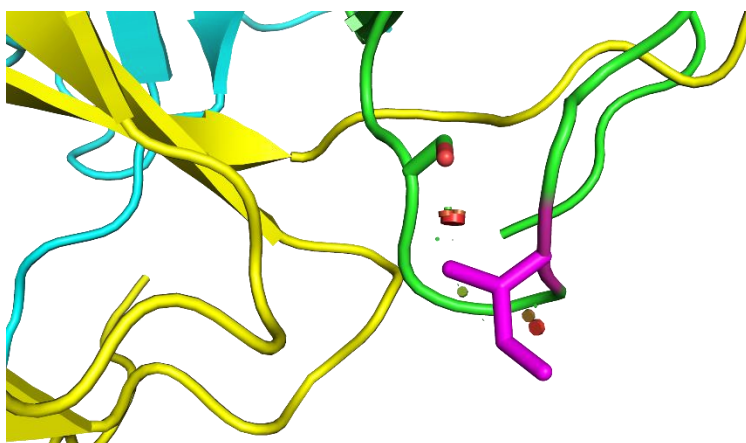

**Figure S5. Structural modelling of the effect of T25L mutation of the *E. coli* dUTPase.** The chains of the dUTPase protein are shown as cartoons, the mutated residue is shown as magenta sticks. The small red disks indicate a slight van der Waals overlap with the neighbouring residues especially with S28 (shown as sticks with atomic coloring carbon: green, oxygen: red). Figure was created using PyMOL 2.5.4 (Schrodinger, LLC; <https://www.pymol.org>).

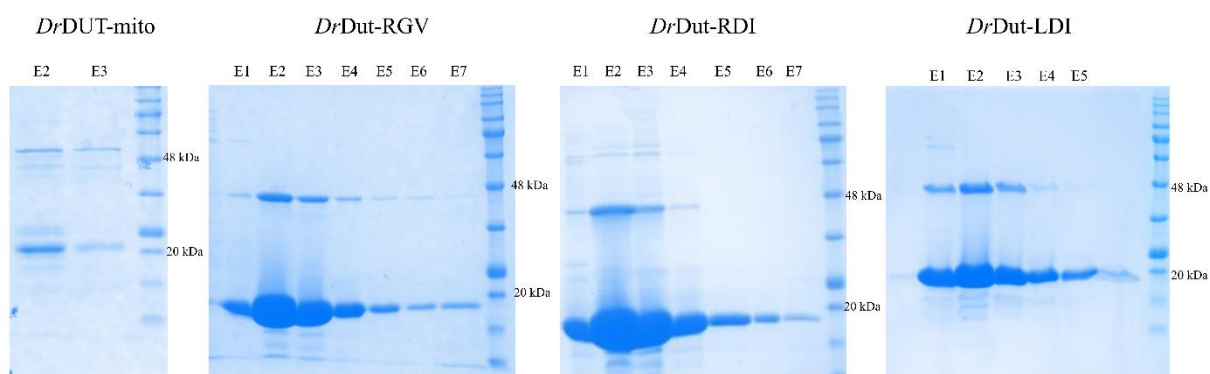

**Figure S6. SDS-PAGE gels of the purified *DrDUT* constructs.** The E-numbers above the columns indicates the elution fractions. The faint bands at larger molecular mass corresponds to a small fraction of covalent dUTPase dimers, which are artefacts formed under the denaturing conditions (cf. Ref 23 in the main text).

```

1   ATG TTG GTC CGG CGT GTT TCT GCC GCT GTT TTG GGC CGT TTA AAC GGG TGT TTG CTC GGA
    M   L   V   R   R   V   S   A   A   V   L   G   R   L   N   G   C   L   L   G   20

61  CGC GGT GCT GAA GTT ACA GAA GCG GTT TCC CCG CAC AAA AGA GCC AAG AGC GAT GCG GTG
    R   G   A   E   V   T   E   A   V   S   P   H   K   R   A   K   S   D   A   V   40

121 AAC GGA GCG GAG GAG CGA GCG GTG TTA AAG TTC GCC AAG CTC ACG GAA CAC GCC ACG ACA
    N   G   A   E   E   R   A   V   L   K   F   A   K   L   T   E   H   A   T   T   60

181 CCG AGC CGA GGG TCC AAC CGG GCC GCG GGA TAC GAC CGA TAC AGT GCT TAT GAC TAC AGC
    P   S   R   G   S   N   R   A   A   G   Y   D   L   Y   S   A   Y   D   Y   S   80

241 ATC GGG CCG ATG GAC AAA ACA CTG GTC AAG ACT GAC ATC CAG ATC GCC GTT CCA CAC GGA
    I   G   P   M   D   K   T   L   V   K   T   D   I   Q   I   A   V   P   H   G   100

301 TAC TAC GGT AGA GTC GCA CCA CGA TCG GGT CTC GCT GTC AAG CAC TTC ATT GAT GTT GGT
    Y   Y   G   R   V   A   P   R   S   G   L   A   V   K   H   F   I   D   V   G   120

361 GCC GGT GTG GTT GAT GAA GAC TAC AGA GGG AAT CTG GGA GTC GTG ATC TTC AAC TTC AAC
    A   G   V   V   D   E   D   Y   R   G   N   L   G   V   V   I   F   N   F   N   140

421 AAG GAG CCG TTC GAA GTG AAG AAA GGA GAC CGC ATC GCT CAG CTC ATC TGT GAG AAG ATC
    K   E   P   F   E   V   K   K   G   D   R   I   A   Q   L   I   C   E   K   I   160

481 TGT TAC CCG GAC CTG CAG GAG TTA CAG ACG CTG GAT GAG ACG GAG CGA GGA GCG GGC GGA
    C   Y   P   D   L   Q   E   L   Q   T   L   D   E   T   E   R   G   A   G   G   180

541 TTC GGC TCC ACC GGC ACC AAC TGA
    F   G   S   T   G   T   N   *

```

**Figure S7. Sequence of the dUTPase of zebrafish in our laboratory.** DNA sequence of the dUTPase of our laboratory zebrafish line from WGS data and the corresponding protein sequence are shown, the investigated variable positions are highlighted with red.

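Figure S7 gives a coding sequence of 564 nt that opens with ATG and ends with the stop codon TGA. Its translation has 187 residues and no stop codon before the end. In the text copy of the figure, the translated residue differs from the printed one at 1 position, codon 73, which reads CGA at nucleotides 217 to 219 and is printed with leucine, although CGA encodes arginine. At the variable positions 46, 92 and 117, the translated and the printed residues are the same. At 46 that residue is arginine, while the paper states that the strain encodes leucine there. Thymine, the base that uracil replaces in DNA, makes up 108 of the 564 nucleotides of this strand, or 19.1%. The picture of the figure, with its colours, was not used here.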

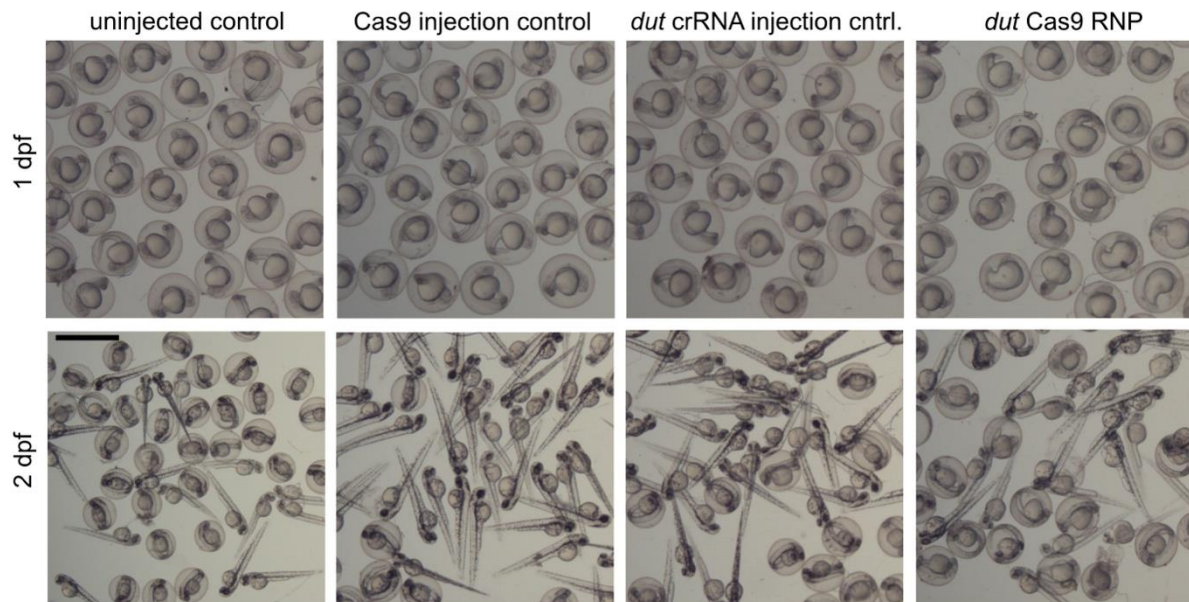

**Figure S8. Representative images of various control and *dut* Cas9 RNP injected zebrafish embryos at 1 dpf and 2 dpf.** Uninjected zebrafish embryos, embryos injected only with Cas9 protein, or *dut* crRNA were imaged together with embryos injected with *dut* Cas9 RNPs. (Scale bar, applicable to all pictures: 2 mm.)

**Table S1 Mutagenesis primers used**

| Primer name | sequence                        |
|-------------|---------------------------------|
| Primer 1    | 5'-GAAGTTACCGAAGCAGTTAGTCC-3'   |
| Primer 2    | 5'-GCTCATATGGCTGCCGCG-3'        |
| Primer 3    | 5'-GGTTAAAACCGATATTCAGATTG-3'   |
| Primer 4    | 5'-CATCAATAAAATGTTTAACTGCCAG-3' |
| Primer 5    | 5'-TTGGTGCCGGTGTGTGGATGA-3'     |
| Primer 6    | 5'-CCGAAGAACTGGCAGTTCTG-3'      |
| Primer 7    | 5'-CACCATTAAGTGCATCACTTTTGC-3'  |

**Table S2 Sequence and extinction coefficient of the expressed proteins**

|            | Sequence                                                                                                                                                                                                                                               | $\epsilon^*$ |
|------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|
| DrDUT-mito | MGSSHHHHHH SSGLVPRGSH MSVRRVSAAV<br>LGRLNGCLLG RGAEVTEAVS PHKRAKSDAV<br>NGAEERAVLK FAKLTEHATT PSRGSNRAAG<br>YDLYSAYDYS IGPMDKTLVK TGIQIAVPHG<br>YYGRVAPRSG LAVKHFVDVG AGVVDEEDYRG<br>NLGVVIFNFN KEPFEVKKGD RIAQLICEKI<br>CYPDLQELQT LDETERGAGG FGSTGTN | 0.535        |
| DrDUT-RGV  | MGSSHHHHHH SSGLVPRGSH MSEVTEAVSP<br>HKRAKSDAVN GAEERAVLKF AKLTEHATTP<br>SRGSNRAAGY DLYSAYDYSI GPMDKTLVKT<br>GIQIAVPHGY YGRVAPRSL AVKHFVDVGA<br>GVVDEEDYRGN LGVVIFNFNK EPFEVKKGDR<br>IAQLICEKIC YPDLQELQTL DETERGAGGF GSTGTN                            | 0.592        |
| DrDUT-RDI  | MGSSHHHHHH SSGLVPRGSH MSEVTEAVSP<br>HKRAKSDAVN GAEERAVLKF AKLTEHATTP<br>SRGSNRAAGY DLYSAYDYSI GPMDKTLVKT<br>DIQIAVPHGY YGRVAPRSL AVKHFIDVGA<br>GVVDEEDYRGN LGVVIFNFNK EPFEVKKGDR<br>IAQLICEKIC YPDLQELQTL DETERGAGGF GSTGTN                            | 0.589        |
| DrDUT-LDI  | MGSSHHHHHH SSGLVPRGSH MSEVTEAVSP<br>HKRAKSDAVN GAEELAVLKF AKLTEHATTP<br>SRGSNRAAGY DLYSAYDYSI GPMDKTLVKT<br>DIQIAVPHGY YGRVAPRSL AVKHFIDVGA<br>GVVDEEDYRGN LGVVIFNFNK EPFEVKKGDR<br>IAQLICEKIC YPDLQELQTL DETERGAGGF GSTGTN                            | 0.591        |

\* extinction coefficient  $\text{g}^{-1} \text{dm}^3 \text{cm}^{-1}$

How the deposited data were processed for this re-analysis (not part of the article)

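The samples were a uracil-DNA enriched library and a sonicated input library, 1 each, from the DNA of 2.5 hpf embryos (2000 embryos according to the paper). No paired analysis was possible because there was 1 library per group. The authors compared the enriched library with the input and deposited 6 lists of regions, at thresholds of 0.25, 0.5 and 1, from alignments that were filtered on mapping quality and from alignments that were not. Which list is which was taken from the names the authors gave to the lists. Each row of a deposited list holds a chromosome, a start, an end, a running number and a score. The score has no stated scale or unit. Every score lies above the threshold of its list, and starts and ends fall in steps of 100 bp apart from the last regions of chromosomes. The reads were paired, 151 bp each, and were mapped to GRCz11 by the authors. No read counts are in the lists, so the depth is unknown and no counting error can be given for a score.

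Before the data were examined, the filtered list at 0.5 was chosen as the main one, and the other lists as alternatives. Overlaps were computed with bedtools 2.31.1, and a region counted as shared when at least 50% of it was covered. The share of region bases on chromosome 4 was compared with 1000 random placements of the regions on the chromosomes, two-sided. The lengths of the chromosomes were not used here, so each was taken to end at the last region listed in any of the 6 lists, over 1342.8 Mb in all. Shares near chromosome ends were compared with 1000 circular shifts of the regions within each chromosome, which keep their lengths and spacing, once by bases and once by number of regions. For clustering, regions within 10 kb of each other were merged, and the share of merged stretches with another within 100 kb was compared with 1000 random placements. Placed stretches kept gaps of over 10 kb, as merged ones do, a rule added after seeing the data, and placements without this rule were run as an alternative. These tests permute the positions of the regions with a fixed seed, and the smallest two-sided p they can give is 0.0020. They describe where the regions of this pair of libraries lie and do not measure variation between embryos. The scripts were tested on simulated region lists with 200 placements each. For the share of chromosome 4, with 1141 regions, 3 of 100 unchanged lists, 78 of 100 lists with a halved density and 97 of 100 with a doubled density passed p under 0.05. For the share near chromosome ends, with 14806 regions, 2 of 100 unchanged lists and 100 of 100 lists with a doubled density passed. With 1141 regions, 5 of 100 unchanged lists, 42 of 100 lists with 1.5 times the density near ends and 91 of 100 with a doubled density passed. In these lists for chromosome 4 and the ends, regions were placed one by one, without the clustering of the authors' regions. Their rates therefore do not carry over to the authors' lists. By bases, shifts of the filtered list at 0.5 reached 7.74% near ends, above the mean of 7.25% in the lists with a doubled density. A doubling could thus be missed there. For clustering with gaps kept, 8 of 100 lists of 1141 and 6 of 100 lists of 14806 randomly placed regions passed, and 100 and 86 of 100 did when 10% of regions were moved to within 100 kb of another.

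The distance from dut to the nearest region was compared with 10000 random windows of the length of dut, a comparison chosen after seeing the data, because a gene annotation on GRCz11 was not used here. For the same reason the shares of gene features, the overlap of gene lists with regions, and base composition were not computed. The rule for named genes was dut, repair and thymidylate genes near regions, the genes at the 10 regions with the highest scores, members of gene lists that pass their test, and genes of the paper near regions. Of these, dut alone could be placed, through the coordinates in the paper, read as GRCz11, and the 10 regions are given by position. The table that pairs genes with their neighbours is built on another assembly, and no position was taken from it. The sequence of Fig. S7 was translated with biopython 1.88 from the text copy of the supplement, and the target sequence and primers were searched on both strands. Extinction coefficients were calculated from the tyrosines of the sequences in the text copy of Table S2, with cysteines counted as reduced. The enrichment tests of Data S1 were repeated from its counts with a one-sided hypergeometric test and Benjamini-Hochberg adjustment over the 823 listed terms (scipy 1.17.1). Of its background ratios, 94 were stored as dates by a spreadsheet and were read back, and the ratio of genes to term size given in the same table was matched for every term. In an alternative, each gene symbol was counted once. For it, 38 repeated listings were taken off the list of 294 genes and off the background of 3752, and 4 terms whose gene lists are shortened in the copy used here were left out. Repeats among background genes outside the list could not be seen and stayed in.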

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

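The paper does not analyse the uracil-DNA enriched regions, so each signal given here lies in data it does not report on. The tests near chromosome ends and at the highest unfiltered score, and the rule that randomly placed stretches keep gaps of over 10 kb, were chosen only after those results were seen.

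In the filtered list at 0.5, the 10 regions with the highest scores were on chromosome 18 from 31589101 to 31596600 (1.40), chromosome 4 from 70440701 to 70446100 (1.33), chromosome 25 from 34650801 to 34663600 (1.31), chromosome 3 from 57207701 to 57218000 (1.28), chromosome 5 from 61891901 to 61901300 (1.27) and from 61901901 to 61908700 (1.26), chromosome 17 from 48914301 to 48921300 (1.26), chromosome 1 from 41950501 to 41957100 (1.26), chromosome 20 from 25833401 to 25840500 (1.22) and chromosome 16 from 18222201 to 18252600 (1.21). Unfiltered regions of the same threshold covered at least 97.2% of each of these 10. The ranking differed there, as the chromosome 18 and chromosome 16 regions are not among the 10 highest unfiltered ones, while the others are. The 2 chromosome 5 regions are a single unfiltered region, from 61891801 to 61908800 (1.32).

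At thresholds of 0.5 and 1, enriched stretches lay closer to one another than random placement gives. After regions within 10 kb were merged, 23.3% of the 767 stretches at a threshold of 0.5 had another within 100 kb, against a median of 9.91% in random placements over the genome that kept gaps of over 10 kb (permutation test of positions, p = 0.0020, the smallest it can give, adjusted p = 0.0027 over 12 such tests). Single enriched stretches that the threshold split by gaps of up to 10 kb are therefore not the whole cause, and neither are unequal numbers of regions per chromosome, since placements within chromosomes reached 12.9% at their upper 2.5% limit. The excess was also present at a threshold of 1 (18.8% of 80 stretches against a median of 0%), while at 0.25 the result depends on the list and the placement, with 78.5% against a median of 77.0% in the filtered list (permutation p = 0.0020, but 0.37 without the rule on gaps) and 66.3% against 65.4% in the unfiltered list (permutation p = 0.098), where without that rule it was below the medians, of 67.6% over the genome (permutation p = 0.048, adjusted p = 0.058) and 67.7% within chromosomes (permutation p = 0.012, adjusted p = 0.016). Wider domains with gaps over 10 kb and repeated sequence remain open, and no biological explanation was tested.

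In the filtered list at 0.25, 7.44% of region bases lay within 1 Mb of a chromosome end, where 3.72% of the sequence lies (permutation test by circular shifts, p = 0.0020, the smallest it can give, adjusted p = 0.0053 over 24 such tests). Clustering of regions does not account for this, because shifts that keep the spacing reached 4.76% at their upper 2.5% limit. Reads of low mapping quality do not either, as far as the authors' filter removes them, because the share of 7.44% was measured after that filter and was 7.63% without it. The result at a threshold of 0.5 depends on the measure, with 5.42% of bases near ends (permutation p = 0.32, shifts from 1.53 to 7.74%) but 103 of 1141 regions, or 9.03% (permutation p = 0.0020). At a threshold of 1 no excess was seen, with 1.35% of bases in 3 of 108 regions (permutation p = 0.40, shifts from 0 to 13.9%). With shifts that wide, an excess could be missed there. Base composition was not tested, and no biological explanation was tested.

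The highest score in any list, 3.50, belongs to a single 100 bp step on chromosome 3 from 8166601 to 8166700 in the unfiltered lists at 0.5 and 1. After filtering, the same bases are listed only at 0.25, with a score of 0.477. Of the 115 unfiltered regions at a threshold of 1, this is among 5 that no filtered region at 0.5 touches. Reads of low mapping quality, such as reads that match several places, may therefore make up most of this signal. The scales of filtered and unfiltered scores were assumed to be the same, and the reads themselves were not analysed here.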

How the results depend on the processing

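The main values come from the filtered list at a threshold of 0.5, except for the share near chromosome ends, which was chosen after seeing the data together with its alternatives. The number of regions moved from 1141 to 14806 at a threshold of 0.25 and to 108 at 1, and the bases covered from 3.27 Mb to 22.9 and 0.348 Mb. The lists are nested, so the bases can only fall as the threshold rises, while the number of regions is not bound in this way. Unfiltered alignments changed the number of regions and the bases by less than 1.5 times each. The share of filtered regions covered by unfiltered ones was 63.2%. It was 70.2% with an overlap of at least 1 bp, 43.2% at 0.25 and 59.3% at 1. For filtered regions at 0.5 against unfiltered ones at 0.25, it was 98.2%. Chromosome 4 held 3.96% of region bases on 5.81% of the sequence (permutation test of positions, p = 0.090); at 0.25 it held 5.93%, above its share of sequence (p = 0.75), and no setting passed p under 0.05. The distance from dut to the nearest region was 93.8 kb; it was 25.9 kb at 0.25, 26255 kb at 1 and 187 kb with unfiltered alignments. The share of region bases near chromosome ends, 7.44% at 0.25, was 5.42% at 0.5, no longer past p under 0.05, and 1.35% at 1, below the share of sequence; by number of regions it was 6.64% at 0.25 and 9.03% at 0.5, both past p under 0.05, and 2.78% at 1. It stayed past p under 0.05 with unfiltered alignments and within 0.5 or 2 Mb of an end. The cause of these changes was not tested. The count of mitochondrial regions was 0 in all 4 settings tried. No list has a region outside the 25 numbered chromosomes, so other sequences may not have been searched, and this count cannot be read as a result. Among the 819 terms of Data S1 with complete gene lists, the 116 enriched ones became 121 when each symbol of the list was counted once. Shares of gene features, base composition and overlaps with gene lists were planned and not run, with all their alternatives, since they need a genome and annotation of GRCz11 that were not used here. With no read counts and 1 library per condition, neither depth nor variation between samples limits these values in a way that can be given.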

Differences from the paper's values

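None of the values recalculated from the supplement differed from the paper's by more than 1.5 times. The paper states that the dut gene of the laboratory strain encodes the LDI variant. In the text copy of Fig. S7 used here, codon 46 is CGA, and both its translation and the printed residue are arginine, which with aspartate 92 and isoleucine 117 gives the RDI variant. Leucine at this position would need G137T, counted from the A of the ATG. The copy holds 1 other codon, at residue 73, that is not printed with its own amino acid, so errors in the copy are not excluded, and the reads were not analysed here.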

Other observations

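After regions of the filtered list at 0.5 within 10 kb were merged, the stretch with the most region bases in the DNA of 2.5 hpf embryos was on chromosome 25 from 26265701 to 26400600, where 9 regions covered 105.5 kb. By region bases, the next were on chromosome 16 from 18176501 to 18268200 (78.0 kb in 4 regions), chromosome 24 from 12400701 to 12498800 (72.7 kb in 10 regions), chromosome 12 from 14333601 to 14403500 (55.3 kb in 14 regions) and chromosome 5 from 53286801 to 53364700 (53.8 kb in 8 regions). At a threshold of 1, the chromosome 16 stretch held 42.3 kb of filtered and 7.0 kb of unfiltered regions, the widest difference among the 10 stretches with the most region bases. The chromosome 24 stretch went the other way, with 0.80 kb in filtered and 15.6 kb in unfiltered regions. In the main list, chromosomes 25, 24 and 16 held 2.30, 1.87 and 1.51 times the region bases that their lengths would give, and chromosomes 21 and 1 held 0.505 and 0.591 times. Each chromosome in turn was then counted without its stretch with the most region bases, a step that lowers every ratio by construction. Chromosomes 24 (1.19) and 25 (1.18) stayed the highest, followed by chromosome 7 (1.09), while chromosome 16 fell to 0.954. The value for chromosome 24 still counts a neighbouring stretch from 12512701 to 12552100, with 36.1 kb in 4 regions. That stretch stayed separate only because its gap to the removed one is over 10 kb. The high rank of chromosome 24 may therefore depend on the merging limit. In the filtered lists at 0.25 and 1, the ratios were 1.24 and 1.72 for chromosome 25, 1.2 and 2.17 for chromosome 24, 1.10 and 3.19 for chromosome 16, 0.763 and 0.599 for chromosome 21, and 0.791 and 0.559 for chromosome 1. In the unfiltered list at 1, chromosome 16 reversed to 0.834 and chromosome 24 was highest at 4.00. These ratios were not tested. Chromosome 4, chosen before the data were examined because its long arm is heterochromatic and replicates late, held 3.96% of region bases on 5.81% of the sequence, with 59 regions, and this did not pass the test (permutation test of positions, p = 0.090, adjusted p = 0.33 over 7 such tests). With a circular shift of all regions along the joined chromosomes, chosen after seeing the data, the permutation p was 0.18. Both tests count the whole of chromosome 4 without separating its arms, so they do not answer for the long arm.

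The paper lists genes coexpressed with dut in Data S1. Of 31 genes in a list of uracil repair and thymidylate metabolism, written with Data S1 at hand, 12 are among the 248 symbols that could be read there. These are tyms, dhfr and shmt1 of the thymidylate cycle, the nucleoside and nucleotide kinases tk1 and dtymk, the ribonucleotide reductase subunits rrm1 and rrm2, the base excision repair genes apex1, xrcc1, lig1 and parp1, and dnph1. No test was made, because the symbols of the background are not listed. As the list was written with Data S1 at hand, the overlap is no evidence that these pathways are coexpressed with dut. From the paper's counts, 52 of its 294 genes fall in DNA replication, a term with 71 genes in the background of 3752, which is 9.35-fold (adjusted p = 7.36e-41 from an exact one-sided hypergeometric test; the paper's fold is also 9.35). Cell cycle holds 88 genes of 290 (3.87-fold, adjusted p = 1.24e-30 from the same exact test). The list repeats 30 symbols up to 4 times each. With each symbol of the list counted once, DNA replication holds 45 genes at 10.2-fold (adjusted p = 2.71e-36 from the exact test). Among the 819 terms with complete gene lists, 121 in place of 116 then have an adjusted p under 0.05, with 10 gained and 5 lost. Repeats among background genes outside the list could not be seen and stayed in, so these changes may come from the unequal counting.

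Extinction coefficients were calculated from the sequences in the text copy of Table S2, each with 8 tyrosines and 0 tryptophans. They were 0.532, 0.589, 0.587 and 0.589 g-1 dm3 cm-1 for the mitochondrial form and the RGV, RDI and LDI variants. The paper's values are 0.535, 0.592, 0.589 and 0.591. The copied sequences differ from the protein sequence of Fig. S7 outside the variable positions. Every one of them reads VDEEDY where Fig. S7 reads VDEDY. The RGV, RDI and LDI sequences also read RSLAV where Fig. S7 reads RSGLAV. The mitochondrial form reads MSVRR where Fig. S7 opens with MLVRR. The calculated values therefore hold for the sequences as copied, and no difference from the paper's values is drawn from them.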
